# Early postnatal defects in neurogenesis in the 3xTg mouse model of Alzheimer’s disease

**DOI:** 10.1038/s41419-023-05650-1

**Published:** 2023-02-18

**Authors:** Yubing Liu, Maria Bilen, Marie-Michelle McNicoll, Richard A. Harris, Bensun C. Fong, Mohamed Ariff Iqbal, Smitha Paul, Janice Mayne, Krystal Walker, Jing Wang, Daniel Figeys, Ruth S. Slack

**Keywords:** Adult neurogenesis, Neural stem cells

## Abstract

Alzheimer’s disease (AD) is a progressive neurodegenerative disorder leading to dementia. The hippocampus, which is one of the sites where neural stem cells reside and new neurons are born, exhibits the most significant neuronal loss in AD. A decline in adult neurogenesis has been described in several animal models of AD. However, the age at which this defect first appears remains unknown. To determine at which stage, from birth to adulthood, the neurogenic deficits are found in AD, we used the triple transgenic mouse model of AD (3xTg). We show that defects in neurogenesis are present as early as postnatal stages, well before the onset of any neuropathology or behavioral deficits. We also show that 3xTg mice have significantly fewer neural stem/progenitor cells, with reduced proliferation and decreased numbers of newborn neurons at postnatal stages, consistent with reduced volumes of hippocampal structures. To determine whether there are early changes in the molecular signatures of neural stem/progenitor cells, we perform bulk RNA-seq on cells sorted directly from the hippocampus. We show significant changes in the gene expression profiles at one month of age, including genes of the Notch and Wnt pathways. These findings reveal impairments in neurogenesis very early in the 3xTg AD model, which provides new opportunities for early diagnosis and therapeutic interventions to prevent neurodegeneration in AD.

## Introduction

Alzheimer’s disease (AD) is the most common cause of dementia [1]. At present, more than 100 years after its discovery, there is still no effective treatment for individuals with AD [2]. The symptoms of the disease include progressive memory loss and learning difficulties, consistent with synaptic impairment eventually leading to extensive neuronal death [1]. AD is characterized by heavy cortical and hippocampal shrinkage, and severe ventricle enlargement on a macroscopic scale [1, 2]. At the cellular level, multiple gene expression changes have been linked to early onset of the disease: (a) the amyloid precursor protein (APP), a gene encoding a transmembrane protein that gets cleaved forming amyloid-beta (Aβ) which then accumulates and forms extracellular plaques; (b) Presenilin1 (PSEN1), subunits of the γ-secretase enzyme responsible for the cleavage of APP; (c) The microtubule-associated protein tau (MAPT), a gene encoding for the scaffold protein tau which tends to get hyperphosphorylated in AD and form neurofibrillary tangles [3].

The hippocampus, one of the regions where the neuronal loss in AD is observed, is an important region for learning and memory [4]. The subgranular zone (SGZ) of the dentate gyrus of the hippocampus represents a well-characterized neurogenic niche in the mammalian brain, along with the subventricular zone (SVZ) of the lateral ventricles. Neurogenesis involves the generation of new functional neurons from a pool of neural stem cells (NSC) [5]. In the SGZ of adult mice neurogenesis facilitates the formation of granule neurons which contribute to hippocampal memories and play a key role in learning [6]. A decrease in neurogenesis is correlated with aging and cognitive decline. Similarly, patients at early stages of AD have lower levels of new-born neurons suggesting that the defect in adult hippocampal neurogenesis may potentially be used as an early marker of disease progression [5, 7].

To study the etiology and progression of AD, several mouse models carrying human mutations observed in genes associated with familial, early-onset form of the disease have been created [3]. These models attempt to recapitulate the formation of extracellular Aβ plaques and/or the intracellular tau neurofibrillary tangles [3]. Of these models, both J20 and TgCRND8 mice carry the Swedish and Indiana mutations of the human APP which exhibit Aβ accumulation, plaque formation and synaptic dysfunction, but do not recapitulate the formation of neurofibrillary tangles [3, 8]. The 3xTg mouse model carries 3 human mutant genes for APP, MAPT and PS1, associated with familial AD and shows Aβ accumulation and tau pathologies starting at 6 months of age [9].

While a decline in hippocampal neurogenesis has been described in AD, it remains unknown when these deficits begin and whether a causative mechanistic link exists with AD neuropathology [5, 10]. Adverse effects of A*β* pathology on neural stem cells, and the subsequent decline in adult neurogenesis, could potentially contribute to the cognitive impairment and the depletion of neurons observed in AD [7]. Indeed, in several animal models of AD a defect in NSC population is observed earlier than the appearance of Aβ plaques [11, 12]. For example, the formation of Aβ plaques and tau pathology starts at 6 months in the 3xTg model, while cognitive function deteriorates by 4 months along with defects in SGZ neurogenesis [9, 13]. Nonetheless, it remains unclear whether changes in adult neurogenesis are an early event in AD neurodegeneration or a later consequence of the disease [10]. Identifying early changes in adult neurogenesis may be of clinical relevance for diagnostic purposes [5, 14], and may permit intervention in presymptomatic at-risk individuals within a therapeutic window that could allow for a better prognosis [15, 16].

Many studies have focused on assessing neurogenesis in the 3xTg mice at the adult stage. However, earlier changes may also play an important role in cognitive decline. Here, we show that defects associated with adult neurogenesis begin at early postnatal stages and precede the onset of AD neuropathology. RNA-seq analyses on FACS-isolated adult neural stem and progenitor cells directly from the hippocampus further support these findings by revealing striking molecular changes as early as 1 month of age. Importantly, our results suggest that such changes are detectable well before the onset of disease pathology which opens potential opportunities for early intervention therapies.

## Materials and methods

### Mice

The triple-transgenic mice (3xTg) were obtained from the Jackson Laboratory and generated at the University of California Irvine, USA [9] (JAX stock number: 004807). Wild-type mice from the same genetic background were maintained as an independent colony and served as a non-transgenic control (NTG, JAX stock number: 101045). The Nestin-CreER^T2^;R26LSL-EYFP^STOP^ mouse line (Nestin-Cre) was a gift from Dr. Suzanne J Baker at the University of Tennessee Health Science Center [17, 18]. Nestin-CreER^T2^;R26LSL-EYFP^STOP^ mice bear the CreER^T2^ transgene that is driven by a Nestin promoter and an enhancer in the second intron, an internal ribosomal entry site and a human placental alkaline phosphatase, and harbor the R26LSL-EYFP^STOP^ transgene that maps Cre-activity in YFP-positive population [19, 20]. 3xTg or NTG mice were cross-bred with Nestin-CreER^T2^;R26LSL-EYFP^STOP^ mice to generate mice with conditional YFP labeling of Nestin-positive cells, named 3xTg;Nestin-YFP or NTG;Nestin-YFP. Animal experiments were approved by the University of Ottawa’s Animal Care Committee, which abides by the guidelines of the Canadian Council on Animal Care. Genotyping was conducted according to the strain recommendation.

In all experiments both males and females were used unless indicated otherwise. For embryonic studies, the day of the plug detection was considered as embryonic day 0.5 (E0.5). For postnatal studies, the day the pups were born was considered as postnatal day 0 (P0).

### EdU incorporation

In vivo labelling of proliferating cells was achieved by giving an intraperitoneal injection of 50 μg of EdU (5-ethynyl-2’-deoxyuridine) per gram of body weight (Clickbase, BCK647-IV-IM- M) 2 h prior to being sacrificed. For the embryonic brains, pregnant mothers were given a single injection of EdU 24 hours prior to the harvest. EdU staining was conducted in accordance with the manufacturer’s instructions.

### Tissue processing

Adult brain tissues were processed as described before [21]. Briefly, mice were perfused with of 4% cold paraformaldehyde (PFA, pH 7.4) and brains were post-fixed in 4% PFA at 4 °C for 24 h. For E15.5, P0, P5, and P7 time points, mice were dissected, decapitated, and stored in 4% PFA at 4 °C for 48 h. Brains were then incubated and stored in 20% sucrose in PBS at 4 °C. Adult and postnatal brains were frozen and sectioned as free-floating serial coronal sections of 30*μm* thickness in a 1 in 9 and 1 in 6 series, respectively, to reveal all hippocampal structures. E15.5 brains were sectioned at 20*μm* thickness onto Superfrost Plus slides (Fisher) in a 1 in 6 series.

### Immunostaining and histology

Immunofluorescence staining and cresyl violet were performed as described before [21, 22]. Briefly, every ninth or sixth section throughout the dentate gyrus was used to perform the staining. For the immunofluorescence, the sections were incubated with a combination of primary antibodies in PBS supplemented with 0.1% TritonX and Tween20. The primary antibodies used were Sox2 (GT15098, Neuromics), DCX (4604 S, Cell Signaling Technology), Hopx (HPA030180, Atlas), S100b (PA5-78181, Invitrogen) and the phosphorylated histone H3 (Ser10) (pHH3, 06-570, Millipore). For the Cresyl violet stain, slides were dehydrated and rehydrated using alcohol gradient and then stained with 0.25% of Cresyl violet in 200 mM of acetate buffer. Images were acquired with DeltaVision Elite-Olympus IX-71 or Zeiss AxioScan Z1 at a 20X magnification. Images were then processed and quantified with Fiji [23].

### Cell counts and volume measurements

Cells expressing the markers of interest described above were quantified from every ninth or sixth section throughout the SGZ. The total counts from one hemisphere were multiplied by 9 or 6 to generate an estimate of the total cell number in the dentate gyrus. For Cresyl Violet staining, the area of the granular cell layer (GCL), dentate gyrus (DG), hippocampus, and whole hemisphere were traced and multiplied by the thickness of the slice for each section (30 *μm*) and by 9 or 6 to get the volume of the entire brain structure [21, 24]. The cortical thickness is measured at the level of the parietal association cortex and secondary visual cortex. Images were quantified with Fiji (Image J) [23].

### Statistical analysis

An unpaired, two-tailed Student’s *t*-test was performed between genotypes (3xTg and NTG). Analysis was performed using GraphPad PRISM software (GraphPad Software, Inc). Biological replicates ‘n’ for each experiment were shown in figure legends.

### Tamoxifen administration

Cre recombination was induced by administration of tamoxifen (TAM) through oral gavage at a dose of 120 mg/kg daily for five consecutive days on 3xTg;Nestin-YFP and NTG;Nestin-YFP mice at 3-4 weeks old [21].

### Fluorescence-activated cell sorting (FACS) for Bulk RNA-seq

Neural stem cells (NSCs) were isolated from the juvenile SGZ as described before [25, 26]. Briefly, the SGZ were dissected coronally in ice-cold artificial cerebrospinal fluid (ACSF) from 3xTg;Nestin-YFP or NTG;Nestin-YFP mice 10 days after the last dose of tamoxifen. Tissue was homogenized and digested in pre-warmed papain solution at 20 U/ml (Worthington Cat. PAP3126) for 10 min at 37 °C on a rotator. An equal volume of resuspension medium that contains 0.5 mg/ml of DNase I (Roche Cat. # 11284932001) and 10% of fetal bovine serum (Wisent Cat. # 080150) was added to the digested tissue. The samples were triturated 4 to 6 times with P1000 micropipet and incubated for 5 min at room temperature. 3.9 ml of cell suspension was gently mixed with 1.1 ml of 90% Percoll in PBS. Cells were collected at 500 x *g* for 12.5 min at 4 °C. Cells were resuspended in sorting medium (DMEM:F12, 1 mM EDTA, 3 μM Propidium Iodide). Sorted YFP-positive and PI-negative cells were collected in DMEM:F12 plus 2% B-27 (ThermoFisher, Cat.# 12587010).

### RNA extraction, RT-PCR and primers

RNA was extracted using RNeasy Micro Kit (Invitrogen, Cat. 74004) following the manufacture’s manual. RNA from 3 biological replicates was sent to Toronto SickKids, The Center for Applied Genomics. cDNA library was established using Takara SMART-Seq V4 cDNA synthesis / Nextera XT library prep and sequenced on NovaSeq SP flowcell SR200.

### Bulk RNA-seq analysis

Fastq files were aligned to GRCm38 index using hisat2 in R studio [27, 28]. Reads were assigned using featureCounts, part of the subread package [29]. DESeq2 was used to establish differential gene expression between NTG and 3xTg [30]. Genes were considered significantly different between two genotypes if they meet the following criteria: 1) adjusted *p*-value less than 0.05, and 2) log2 fold change > 0.5 or < -0.5. Gene ontology analysis was performed using DAVID Bioinformatics [31].

### Quantitative PCR analysis

Quantitative PCR was calculated using ΔΔCt method [32]. The geometric mean of Sdha and Appl2 expression served as the normalization control. Each of the replicates was normalized to the average of NTG to have comparable presentation of the results. An unpaired and two-tailed Student’s *t*-test was performed on 7 independent biological replicates. The chart was generated using Graphpad Prism 8 (GraphPad Software). Primers were listed in Table S1.

## Results

### Reduced volume of hippocampal structures in 3xTg mice at early ages

To determine if there are early changes in the hippocampus, hippocampal and brain volumes were measured in the 3xTg mouse model and compared to non-transgenic controls of the same genetic background. Volumes were measured at postnatal day 7 (P7) and 3 months of age (3Mo), before extracellular hippocampal Aβ deposit and tangle formation at 6 months [9, 22] (Fig. 1a). The volumes of the GCL, DG, and hippocampus were significantly reduced in 3xTg mice at 3 months, and strikingly, as early as P7 in terms of absolute volume (Fig. 1b, c, d). No difference in whole brain volumes were detected between NTG and 3xTg mice. As a non-neurogenic control region, we also measured cortical thickness and found no significant differences (Fig. 1a, i). Considering these results and the recently published data in human subjects showing reduced numbers of immature neurons in the brains of human AD patients [5], we next asked whether adult neural stem cells and their progeny residing in the SGZ of the hippocampus were also affected at these early time points.

**Fig. 1:**
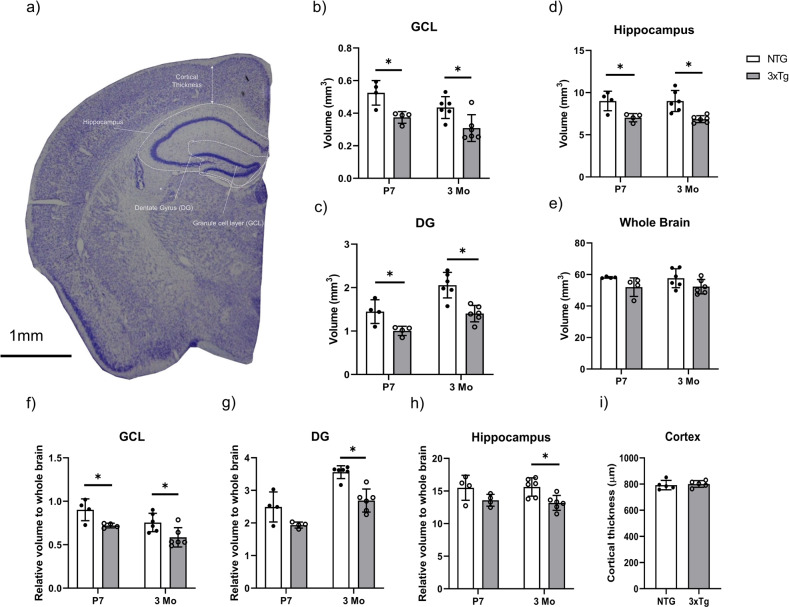
Reduced volume of hippocampal structures in 3xTg mice at early ages. **a** Representative Cresyl violet staining of a coronal section of NTG mice brain. GCL, DG, hippocampus and cortical thickness are labelled. Scale Bar 1 mm. **b** Absolute volume measurements of GCL, **c** DG, **d** hippocampus, and **e** whole brain for NTG and 3xTg at postnatal day 7 (P7) and 3 months of age (3Mo). **f** Relative volume measurements of GCL, **g** DG, **h** hippocampus, to the whole brain for NTG and 3xTg at postnatal day 7 (P7) and 3 months of age (3Mo). **i** Average cortical thickness for NTG and 3xTg at 1 month of age. Data represented as mean ± SD. A two-tailed, unpaired Student’s *t*-test was used for statistical analysis (*p < 0.05), *n* = 3–6 for each group.

### Early postnatal defects in neurogenesis in the SGZ of 3xTg mice

To measure the number of neural stem/progenitor cells in the SGZ, we used well-established markers of the Type 1 (radial glial stem-like cell) and Type 2 progenitor cells. As Sox2 is expressed in both populations, we first quantified the total Sox2-expressing cells in the SGZ of both 3xTg and NTG mice at P5, P7, 1, 3, 6 and 9 months of age (Figs. 2a, 2b). Strikingly, Sox2-positive NSCs were significantly reduced in 3xTg mice as early as P5 (15.9 ± 5.6% reduction), and P7 (42.2 ± 10.6% reduction), as well as at later ages, 1, 3, 6, and 9 months (Figs. 2a, b). To exclude Sox2-expressing astrocytes, we performed double labelling with Sox2 and S100b, a marker of mature astrocytes. A significant decrease in the Sox2-positive/S100b-negative cells was detected starting at 1 month (Fig. 2e) while no significant changes were found in the percentage of S100b-positive astrocytes co-labeled with Sox2 (Figs. 2f, g). To further confirm these findings, we double-labeled cells with Sox2 and Hopx, which labels the quiescent Radial Glia-like cells (Type 1, RGL) previously identified to specify the adult SGZ neurogenic NSCs [33]. Interestingly, Hopx/Sox2-double-labelled NSCs were significantly reduced in 3xTg mice as early as P5 ((32.9 ± 6.5 % reduction), and P7 (26.6 ± 8.8% reduction), as well as at 1, 3, 6, and 9 months (Figs. 3a, b). Together these results support the early deficit of NSCs in the SGZ neurogenic niche of 3xTg animals.

**Fig. 2:**
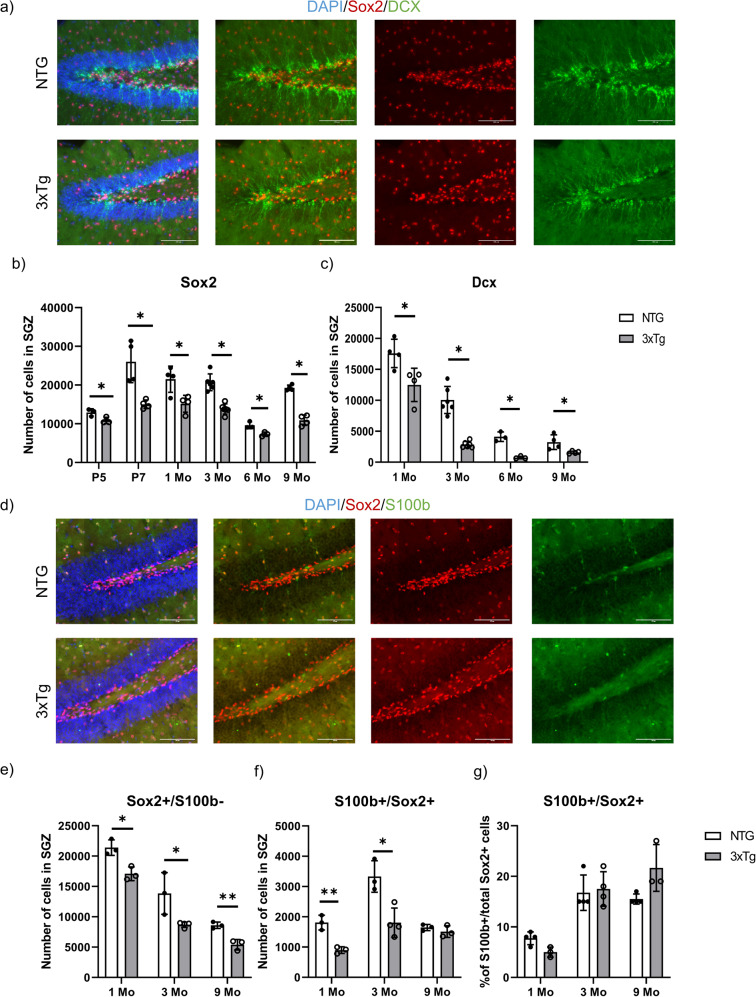
Decline of neural stem/progenitor cells and immature neurons in the SGZ of 3xTg mice at various time points. **a** Representative immunostaining of Sox2 (in red) and DCX (in green) at 1 month of age in coronal sections of NTG (Top) and 3xTg (Bottom). GCL is visualized by DAPI. Scale bar 100 *µm*. **b** Quantification of the total number of Sox2-positive cells in the SGZ at postnatal day 5 (P5); postnatal day 7 (P7); 1 month of age (1Mo); 3 months of age (3Mo); 6 months of age (6Mo); and 9 months of age (9Mo). **c** Quantification of the total number of DCX-positive cells in the SGZ at 1 month of age (1Mo); 3 months of age (3Mo); 6 months of age (6Mo); and 9 months of age (9Mo). **d** Representative immunostaining of Sox2 (in red) and S100b (in green) at 1 month of age in coronal sections of NTG (Top) and 3xTg (Bottom). GCL is visualized by DAPI. Scale bar 100 *µm*. **e** Quantification of the total number of Sox2-positive/S100b-negative cells and **f** Sox2-positive/S100b-positive cells in the SGZ at 1 month of age (1Mo); 3 months of age (3Mo); and 9 months of age (9Mo). **g** Graphs representing the percentage of S100b-positive cells out of the total Sox2-positive cells in the SGZ at 1 month of age (1Mo); 3 months of age (3Mo); and 9 months of age (9Mo). Data represented as mean ± SD. A two-tailed, unpaired Student’s *t*-test was used for statistical analysis (*p* < 0.05*, *p* < 0.01**), **b and c**: *n* = 3 for P5 and 6Mo; *n* = 4 for P7, 1Mo and 9Mo; *n* = 6 for 3Mo. **e, f and g:** *n* = 3 for 1Mo and 9Mo; *n* = 4 for 3Mo.

**Fig. 3:**
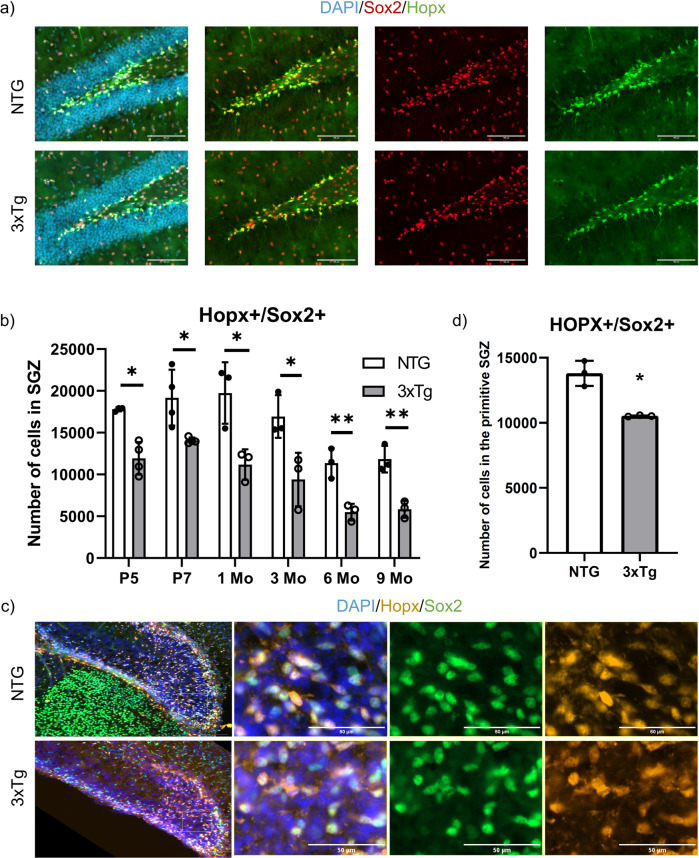
Decline in the Hopx-expressing population in the SGZ of 3xTg mice at as early as postnatal days. **a** Representative fluorescent images of Hopx (in green) and Sox2 (in red) at 1 month of age in coronal section of NTG (Top) and 3xTg (Bottom). GCL is visualized by DAPI. Scale bar 100 *µm*. **b** Quantification of the total number of Hopx-positive/Sox2-positive cells in the SGZ at postnatal day 5 (P5); postnatal day 7 (P7); 1 month of age (1Mo); 3 months of age (3Mo); 6 months of age (6Mo) and 9 months of age (9Mo). **c** Representative fluorescent images of Hopx (in yellow), Sox2 (in green) and DAPI (Blue) at postnatal day 0 in coronal section of NTG (Top) and 3xTg (Bottom). Scale bar 100 µm. Magnified view of fluorescent images were shown for merged, Sox2 and Hopx on the left. **d** Quantification of the total number of Hopx-positive/Sox2-positive cells in the primitive structure of the dentate gyrus at postnatal day 0. Data represented as mean ± SD. A two-tailed, unpaired Student’s *t*-test was used for statistical analysis (*p* < 0.05*, *p* < 0.01**), *n* = 4 for P5 and P7; *n* = 3 for P0, 1Mo, 3Mo, 6Mo and 9Mo.

To determine whether there is a reduction in the number of new-born neurons, we quantified Doublecortin (Dcx)-positive cells, a marker of newly committed neuroblasts [34]. Dcx-expressing cells were significantly decreased as early as 1 month of age (29 ± 10% reduction) and at 3 months of age (71.8 ± 9.1% reduction) in the 3xTg SGZ (Figs. 2a, 2c). Together our results reveal early deficits in the hippocampal neurogenic niche of the 3xTg mice, with a decrease in NSCs as early as P5, and a reduction in neurogenesis detected at 1 month of age.

Given the early postnatal defect found in the SGZ of 3xTg mice, we next asked whether a similar deficit in neurogenesis occurred during late embryonic development. Hopx has been previously identified as a marker of neural stem and progenitor cells, which appears in the dentate neuroepithelium (DNe) at E11.5 [33]. The proliferating precursors expressing Hopx in the primitive dentate give rise to granule neurons, and transit into RGL neural progenitors during early postnatal life [33]. We examined Hopx-positive cells at P0 and E15.5. Hopx/Sox2-positive population was significantly decreased in the developing dentate at P0 (23.7 ± 4% reduction) (Figs. 3c, 3d). However, at E15.5, neither the total nor the proliferating Hopx-positive cells was affected in the DNe and the dentate migratory stream (DMS) (Figure S1) [35]. These results suggest that the deficits in adult neurogenesis observed in 3xTg mice likely occur postnatally, as the hippocampal neurogenesis peaks neonatally [36].

### Reduced proliferation of NSCs at early postnatal age

Considering the early reduction in the volume of hippocampal structures, as well as in the numbers of Sox2/Hopx-expressing NSCs and newly committed Dcx-expressing neuroblasts, we determined whether there was a decrease in proliferation in the SGZ. EdU incorporation was measured by counting the number of fluorescent cells in the SGZ at multiple timepoints including P5, P7, 1, 3 and 6 months of age (Figs. 4a, 4b). Quantification of EdU-positive cells revealed a consistent and significant reduction of proliferating cells in the SGZ of 3xTg mice as early as P7 (32.2 ± 12.8% reduction) and P5 (18.9 ± 8.4% reduction), as well as at later ages, 1, 3 and 6 months (Fig. 4b). To confirm these findings, we used another mitotic marker, the phosphor-histone H3 (pHH3), which revealed a similar trend detectable at P5 (Figs. 4c, 4d). Taken together, our data indicate that proliferation is compromised in the 3xTg SGZ starting from early postnatal ages and continuing into adulthood.

**Fig. 4:**
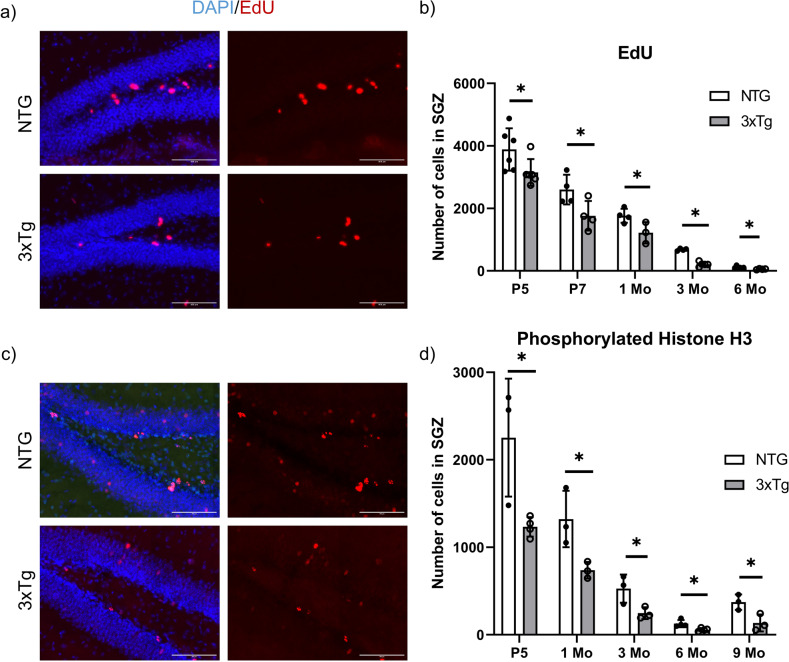
Reduced proliferation of neural stem/progenitor cells in the SGZ of 3xTg mice at as early as postnatal days. **a** Representative fluorescent images of EdU staining in the SGZ after 2 hours of incorporation. Scale bar 100 *µm*. **b** Quantification of EdU-positive cells in the SGZ of NTG and 3xTg mice at multiple time points. postnatal day 5 (P5); postnatal day 7 (P7); 1 month of age (1Mo); 3 months of age (3Mo) and 6 months of age (6Mo). **c** Representative fluorescent images of pHH3 staining in the SGZ of NTG and 3xTg mice at multiple time points. Scale bar: 100 µm. **d** Quantification of pHH3-positive cells in the SGZ of NTG and 3xTg mice at multiple time points. postnatal day 5 (P5); 1 month of age (1Mo); 3 months of age (3Mo); 6 months of age (6Mo) and 9 months of age (9Mo). Data represented as mean ± SD. Statistical analysis was performed with an unpaired two-tailed Student’s *t*-test (*p* < 0.05*, *p* < 0.01**). **b** *n* = 6 for P5; *n* = 4 for P7; *n* = 3 - 4 for 1Mo and 6Mo; and *n* = 4 - 5 for 3Mo. **d** *n* = 3.

### Early transcriptional changes in the NSCs of 3xTg mice at 1 month of age

Given the early defects in adult neurogenesis and in the neural stem/progenitor population, we asked if there were any significant changes in the transcriptome at early stages. Here, we used a tamoxifen (TAM)-inducible Nestin-CreER^T2^;R26LSL-EYFP^STOP^ reporter mouse line to label neural stem and progenitor cells in 3xTg and NTG control mice (17,18). 

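RNA was sequenced from neural stem and progenitor cells of the SGZ, the layer of the dentate gyrus in which new neurons arise. There were 3 NTG;Nestin-YFP and 3 3xTg;Nestin-YFP replicates. 3xTg mice are a model of Alzheimer disease, and NTG mice are the non-transgenic controls. The NTG mice came from a separately kept colony of the same background, so that effects of genotype and colony cannot be told apart here. In the reporter line, tamoxifen (5 daily doses of 120 mg/kg) lets Nestin-expressing cells recombine a reporter, so that these cells and their later progeny fluoresce. The tissue was taken 10 days after the last dose, and the labels give the age as postnatal day 35. Cells positive for YFP and negative for propidium iodide, a dye that enters dead cells, were collected. Full-length cDNA was made with the SMART-Seq V4 kit, and Nextera XT libraries were read on a NovaSeq. The authors aligned reads with HISAT2 to GRCm38, counted them with featureCounts and deposited counts normalized by DESeq2 for 55471 genes. Dividing by 1 factor per library gave back whole reads. The libraries held 32731794 to 42576455 assigned reads in NTG (median 33530704) and 53063475 to 81800375 in 3xTg (median 61238720). Every 3xTg library was thus deeper than every NTG library.
The 18664 genes with a mean normalized count of at least 10 were compared by limma on log2(normalized count + 1). A gene was called higher or lower in 3xTg at a limma adjusted p under 0.05 with a log2 fold change, 3xTg over NTG, beyond 0.5 in size, the paper's thresholds. Gene lists fixed before the data were examined were tested as sets by limma's camera, with a preset correlation of 0.01, adjusted over 34 lists. Fig. 5e, a heatmap of genes significant in these same samples, had been seen by then. Tests of lists for its groups are thus not independent evidence. On the first principal component (48.5% of the variance) the NTG libraries lay from -0.54 to -0.29. 3xTg replicate 1 lay at 0.16, and 3xTg replicates 3 and 2 at 0.45 and 0.54. Fold changes also went with the GC content of transcripts. Their median was 0.25 in the fifth of genes with the lowest GC content and -0.20 in that with the highest (Spearman's rho of -0.43; genes are not independent replicates). An exact permutation test of 3 samples against 3 allows no two-sided p under 0.1.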

YFP-positive cells from the SGZ of NTG and 3xTg brains were sorted through FACS at 1 month of age (pre-pathology), 10 days after TAM (Figs. 5a, 5b) [28]. Transcriptomic profiling revealed differential expression of 1391 genes in the 3xTg SGZ, with 720 down- and 671 up-regulated (Fig. 5c, d). 

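Among the tested genes, 210 were higher and 312 lower in 3xTg than in NTG cells, 103 and 223 of them by more than 2-fold. S100a10, a binding partner of annexin A2, rose from a normalized count of 57.2 ± 17.3 (SD, n = 3) to 1124 ± 163 (SD, n = 3). Its log2 fold change was 4.30 (standard error 0.23, limma adjusted p = 1.5e-05). Paip1, which binds the poly(A)-binding protein in translation initiation, rose from 213 ± 21.8 to 2795 ± 311, and Klk1b22, a kallikrein protease gene, from 0.883 ± 0.780 to 195 ± 75.7. Hmga1b, of the high mobility group, and the pseudogene Rnps1-ps rose by 4.58 (standard error 0.97, limma adjusted p = 0.0405) and 4.39 (standard error 0.91, adjusted p = 0.0384) on the log2 scale. NTG replicates 1 to 3 differed in both: 5.85, 109 and 2.96 for Hmga1b and 12.9, 384 and 39.9 for Rnps1-ps. Rnps1, its parent gene, with a match 99.4% identical, fell from 4006 to 2566. Reads shared between them are not excluded as part of the rise of Rnps1-ps. Tmem87a, a transmembrane protein gene, fell from 2610.2 ± 895 to 252 ± 34.6, a log2 fold change of -3.32 (standard error 0.22, limma adjusted p = 5.4e-05). Serpina3m, a serine protease inhibitor gene, was at 172 ± 25.5 in NTG and had 1 read over the 3 3xTg libraries. The pseudogenes H2af-ps2 and Spr-ps1 fell from 903 and 168 to 2.55 and 9.67, and Rps3a3 and Rps3a2 from 710.2 and 175 to 4.12 and 2.13.

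**Figure D1:**
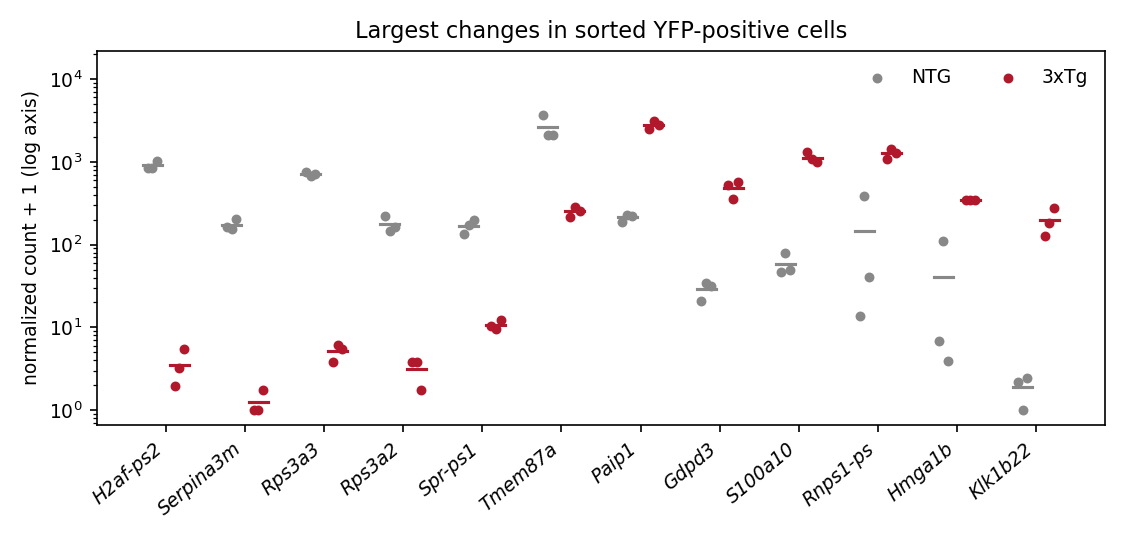
Normalized counts plus 1, on a log axis, of the 12 genes with the largest changes under the rule for named genes, in the 3 NTG (grey) and 3 3xTg (red) libraries. Predicted genes, such as Gm6166 with a log2 fold change of -6.90, are left out by that rule. Points are libraries and bars are group means. In each gene shown, all 3xTg libraries lie on 1 side of all NTG libraries, as that rule requires.

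In all 522 changed genes the 3xTg libraries lay on 1 side of the NTG libraries, which a call with so few libraries nearly requires. They did so in 27.7% of tested genes, where chance gives 10% for a single gene. Genes are not independent and fold changes went with GC content, so that this share does not by itself show an effect of genotype. The numbers of genes higher in 3xTg and genes lower in 3xTg were 959 and 1071 without 3xTg replicate 1. They were 57 and 106 without 3xTg replicate 2, 49 and 117 without 3xTg replicate 3, 82 and 123 without NTG replicate 1, and 108 and 162 without NTG replicate 2. Without NTG replicates 1 or 3 or 3xTg replicates 2 or 3, Hmga1b (limma adjusted p of 0.131, 0.0536, 0.160 and 0.142) and Rnps1-ps (0.0809, 0.0608, 0.157 and 0.134) did not pass. Without NTG replicate 2, the log2 fold change of Hmga1b was 6.05 (limma adjusted p = 1.9e-05) and the log2 fold change of Rnps1-ps was 5.72 (adjusted p = 8.2e-05); over all settings they ranged over 3.12 to 6.05 and 3.11 to 5.72.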

Differentially expressed genes were classified into gene ontology category (GO term) (Fig. 5d). 

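Of 430 zinc finger protein genes, most of which encode regulators of transcription, 13 were higher and 4 lower in 3xTg by limma, and 413 did not pass (14 higher and 4 lower adjusted over the list alone). Zfp526 and Zfp429 were lower, with log2 fold changes of -2.60 (limma adjusted p = 0.00104) and -2.37 (adjusted p = 0.00721), and Zfp14 was higher, with 0.75 (adjusted p = 0.00836). The median of the list was 0.23 (camera, limma adjusted p = 8.4e-07; adjusted p = 0.501 with an estimated correlation). Among 54 translation initiation factors, Eif3j2 fell (-2.81, limma adjusted p = 5.2e-04) and Eif3j1, its near-identical paralog, rose (1.13, adjusted p = 0.00472). Reads shared between Eif3j2 and Eif3j1 are not excluded as part of these opposite changes. The other 52 did not pass (6 higher and 2 lower adjusted over the list alone; camera, limma adjusted p = 0.0566; adjusted p = 0.490 with an estimated correlation). In 30 heat shock and unfolded protein response genes, the chaperone gene Dnaja1 rose (0.76, limma adjusted p = 0.0398) and 29 did not pass (3 higher and 0 lower adjusted over the list alone; camera, adjusted p = 0.0214; adjusted p = 0.490 with an estimated correlation). With 3xTg replicate 1 left out, the zinc finger genes had 95 higher and 10 lower, the initiation factors 7 higher and 1 lower and the heat shock genes 3 higher and 0 lower. Without 1 of the other libraries, 0 to 4 zinc finger genes were higher and 2 or 3 lower. Dnaja1 did not pass without any 1 of those 5 (limma adjusted p of 0.0673 to 0.167), nor Zfp14 without NTG replicate 1 (0.0523) or 3xTg replicate 3 (0.0613). The heat shock set test was lost without 3xTg replicate 3 (limma adjusted p = 0.0774), and that of the initiation factors passed without 3xTg replicate 1 (0.0453) or NTG replicate 3 (0.0448). With the GC trend of each library removed, a setting added after the data were seen, 7 zinc finger genes were higher and 3 lower. The medians were then 0.13 for the zinc finger genes (camera, limma adjusted p = 1.5e-04) and 0.13 for the heat shock genes (0.0326).
Of 29 mature neuron markers, Gria1, an AMPA receptor subunit, was lower (-0.61, limma adjusted p = 0.0367) and 28 did not pass (1 higher and 8 lower adjusted over the list alone). The median was -0.35 (camera, limma adjusted p = 0.00119; adjusted p = 0.490 with an estimated correlation). Gria1 was also the single changed gene of 42 glutamate receptors and calcium channels (0 higher and 5 lower adjusted over the list alone; camera, limma adjusted p = 0.0377; adjusted p = 0.616 with an estimated correlation). Of 86 cytosolic ribosomal proteins, Rps3a1, of the small subunit, was higher (1.15, limma adjusted p = 6.4e-04) and 85 did not pass (2 higher and 5 lower adjusted over the list alone). At an unadjusted p under 0.05, 7 were higher and 29 lower, edgeR called 1 higher and 0 lower, and DESeq2 2 higher and 9 lower. The median was -0.18 (camera, limma adjusted p = 8.5e-04; adjusted p = 0.707 with an estimated correlation). Rps3a1 rose from a normalized count of 1159 to 2555. Its pseudogenes Rps3a3 and Rps3a2, with matches 98.9% and 99.5% identical, fell from 710.2 and 175 to 4.12 and 2.13. Reads shared with them are not excluded as part of the rise of Rps3a1. Leaving out 3xTg replicate 1, the neuron markers had 0 higher and 8 lower, the receptor and channel genes 0 higher and 4 lower and the ribosomal proteins 3 higher and 18 lower. Gria1 did not pass without NTG replicates 1, 2 or 3 or 3xTg replicate 2 (limma adjusted p of 0.128, 0.0864, 0.0542 and 0.147), and 2 other neuron markers were lower without NTG replicate 3. The set test of the receptors and channels was lost without NTG replicates 1 or 2 or 3xTg replicates 1 or 2 (limma adjusted p of 0.114, 0.263, 0.0530 and 0.0680) and after removal of the GC trend, added after the data were seen (0.103), which left 2 neuron markers and 2 receptor or channel genes lower.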

Our results revealed a number of transcriptional changes that were previously associated with neurodegeneration (Fig. 5e). 

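Of 110 extracellular matrix genes, 9 were lower and none was higher in 3xTg by limma (0 higher and 18 lower adjusted over the list alone; 2 higher at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2). Adamtsl4, a secreted protein of the ADAMTS-like family, had a log2 fold change of -1.24 (standard error 0.14, limma adjusted p = 0.00148), Mmrn2, an endothelial matrix glycoprotein, -1.20 (adjusted p = 0.0173), and the metalloproteinase gene Adamts1 -0.98 (adjusted p = 0.0213). The median of the list was -0.32 (camera, limma adjusted p = 1.7e-08; adjusted p = 0.490 with an estimated correlation). Markers of vessel cells were lower along with them. These were 4 of 20 endothelial markers, among them Tie1 (-1.39, limma adjusted p = 0.00944), Eng (-1.15, 0.0351) and Cldn5 (-1.29, 0.0438), with 17 lower adjusted over the list alone. In the same direction went 2 of 14 pericyte and smooth muscle markers, Rgs5 (-1.18, limma adjusted p = 0.0223) and Higd1b (-1.55, 0.0482), and 1 of 20 fibroblast and meningeal markers, Mgp (-1.83, 0.0411), with 10 and 6 lower adjusted over each list alone. The limma adjusted p of the 3 set tests was 5.3e-11, 6.8e-08 and 0.00285 (adjusted p = 0.490 with an estimated correlation for each). Mgp and other genes of the fibroblast list are also in the matrix list, so that these lists are not separate evidence. 3xTg replicate 1 stood apart: its mean endothelial level, centred on the 6 libraries, was 0.05, with -0.78 and -0.54 in 3xTg replicates 2 and 3. Without it, 27 matrix genes and 14, 12 and 5 markers of the 3 groups were lower. Without 1 of the other libraries, 2 to 8 matrix genes, 0 to 2 endothelial, 0 to 2 pericyte and 0 or 1 fibroblast markers were lower. Eng, Cldn5, Higd1b and Mgp then never passed (limma adjusted p of 0.0552 to 0.142, 0.0575 to 0.167, 0.0577 to 0.195 and 0.0658 to 0.167), nor did Tie1 without 3xTg replicate 2 (0.0530). Mmrn2 did not pass without NTG replicate 2 (0.0636), 3xTg replicate 2 (0.0730) or 3xTg replicate 3 (0.0885), Adamts1 without NTG replicate 1 (0.0857), NTG replicate 2 (0.0558) or 3xTg replicate 3 (0.0582) and Rgs5 without NTG replicate 1 (0.0900), 3xTg replicate 2 (0.111) or 3xTg replicate 3 (0.0818), with the limma adjusted p in parentheses. Removing the GC trend, a setting added after the data were seen, left 1 matrix gene higher and 7 lower, with a median of -0.18 (camera, limma adjusted p = 2.8e-05). The 3 groups of markers then had 5, 4 and 1 lower.
Of 62 proliferation and mitosis genes, Cdca7 (0.64, limma adjusted p = 0.0304) and the condensin gene Smc4 (0.80, adjusted p = 0.0328) were higher and 60 did not pass (3 higher and 0 lower adjusted over the list alone). In all, 60 of the 62 had a fold change above 0 (median 0.40; camera, limma adjusted p = 1.7e-08; adjusted p = 0.601 with an estimated correlation). Of 30 genes of mitochondrial gene expression and dynamics, 3 were higher and 27 did not pass (8 higher and 0 lower adjusted over the list alone). They were Vdac3, a channel of the outer membrane (0.60, limma adjusted p = 0.0332), the protease gene Yme1l1 (0.58, 0.0438) and Pnpt1, which processes mitochondrial RNA (0.59, 0.0490). The median was 0.25 (camera, limma adjusted p = 0.00119; adjusted p = 0.490 with an estimated correlation). Without 3xTg replicate 1, 29 proliferation genes and 8 mitochondrial genes were higher. Without 1 of the other libraries, 0 or 1 proliferation gene was higher and no mitochondrial one, where limma had 14 at an unadjusted p under 0.05 with all libraries, edgeR 3 and DESeq2 8. After removal of the GC trend, added after the data were seen, no mitochondrial gene of the list passed by limma either, with a median of 0.16 (camera, adjusted p = 0.00764). Smc4, Vdac3, Yme1l1 and Pnpt1 never passed without 1 of those 5 libraries (limma adjusted p of 0.0559 to 0.147, 0.0567 to 0.122, 0.0704 to 0.198 and 0.0922 to 0.220), and Cdca7 did not without NTG replicate 1 (0.116), NTG replicate 2 (0.0654), 3xTg replicate 2 (0.146) or 3xTg replicate 3 (0.141).
Of 46 amyloid, tau and Alzheimer disease risk genes, 3 were lower and 43 did not pass (0 higher and 7 lower adjusted over the list alone). They were Aph1c, the epoxide hydrolase gene Ephx1 (-0.87, limma adjusted p = 0.00187) and Ptk2b, a calcium-dependent tyrosine kinase gene (-0.89, 0.0238). The median was -0.16 (camera, limma adjusted p = 0.00205; adjusted p = 0.529 with an estimated correlation). Among 44 calcium-dependent phospholipid binding genes, the copine gene Cpne2 (-0.81, limma adjusted p = 0.00453) and the phospholipase gene Pla2g4e (-3.54, standard error 0.69; -4.24 to -2.65 over all settings, with 4.71, 0.562 and 11.9 normalized counts in 3xTg replicates 1 to 3) were lower and the synaptotagmin gene Syt17 was higher (0.65, adjusted p = 0.0438). The other 41 did not pass (2 higher and 8 lower adjusted over the list alone; median -0.20; camera, limma adjusted p = 0.0324; adjusted p = 0.490 with an estimated correlation). Alzheimer disease genes numbered 10 lower without 3xTg replicate 1, and the calcium list had 1 higher and 8 lower. Its set test was lost there (limma adjusted p = 0.0804) and without NTG replicate 1 (0.0977). Once the GC trend was removed, 5 Alzheimer disease genes were lower, and the calcium list had 1 higher and 3 lower, with a median of -0.10 (camera, limma adjusted p = 0.0343). Ptk2b did not pass without NTG replicate 1 (0.0984), NTG replicate 2 (0.0779), 3xTg replicate 2 (0.102) or 3xTg replicate 3 (0.102), Syt17 without NTG replicate 1 (0.119), NTG replicate 2 (0.119), 3xTg replicate 2 (0.191) or 3xTg replicate 3 (0.147) and Pla2g4e without NTG replicate 1 (0.111), NTG replicate 3 (0.0532) or 3xTg replicate 2 (0.0530), with the limma adjusted p in parentheses. Members of these lists are printed in Fig. 5e, which was seen when the lists were fixed, so that the counts and set tests are not independent evidence.

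**Figure D2:**
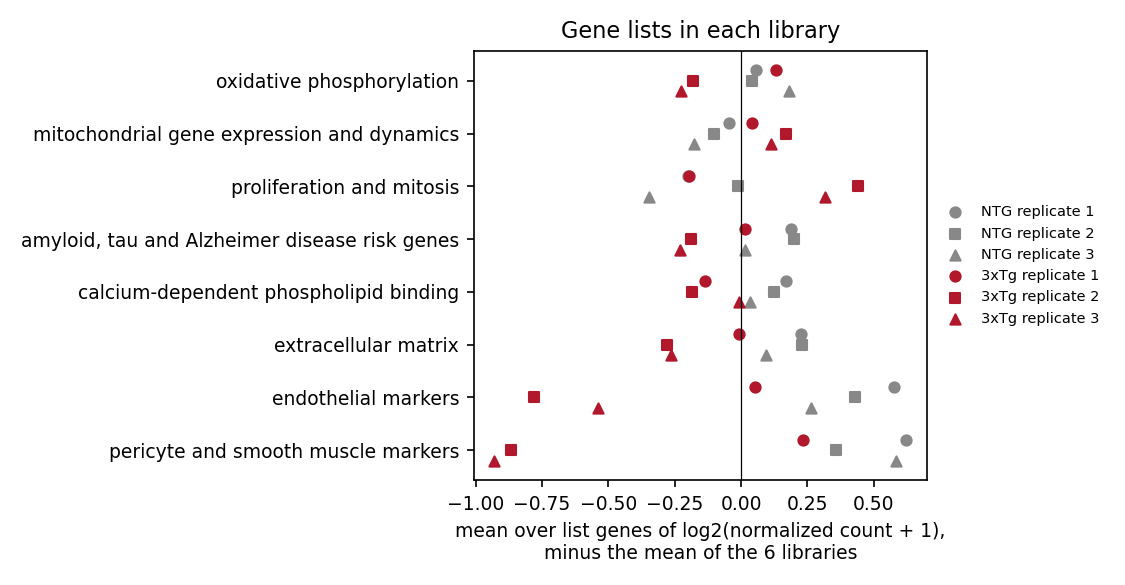
Mean over the genes of each list of log2(normalized count + 1) in each library, minus the mean of the 6 libraries (x axis), for NTG (grey) and 3xTg (red) replicates 1 to 3 (circle, square, triangle). For proliferation and mitosis the circles of NTG and 3xTg replicate 1 lie on each other at -0.20; 3xTg replicates 2 and 3 lie at 0.44 and 0.32.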

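Gdpd3 encodes a lysophospholipase D of the glycerophosphodiester phosphodiesterase family (ENSMUSG00000030703, chromosome 7 of GRCm38 from 126766334 to 126775649). Its normalized count was 28.2 ± 7.31 (SD, n = 3) in NTG and 479.9 ± 114 (SD, n = 3) in 3xTg cells. The log2 fold change was 4.05 (standard error 0.28, limma adjusted p = 6.7e-05). The libraries ranged from 19.9 to 33.7 in NTG and from 352 to 568 in 3xTg, with an exact permutation p of 0.1. Its call was kept without any 1 of the 6 libraries, with a limma adjusted p of at most 8.7e-04. Gdpd3 was the single changed gene of the 6 tested members of its family (1 higher and 0 lower adjusted over the list alone; camera, limma adjusted p = 0.140; adjusted p = 0.490 with an estimated correlation). The genes on either side on the same strand did not pass. Mapk3, before its start, had a log2 fold change of 0.02 (standard error 0.11, limma adjusted p = 0.940), and Ypel3, after its end, one of -0.23 (standard error 0.13, adjusted p = 0.308). Gm9967, which overlaps Gdpd3 on the other strand, had one of 0.46 (standard error 0.30, limma adjusted p = 0.378). Of 166 tested genes within 5 Mb, Gdpd3 was higher and 4 were lower. These, named after their values were seen, were Kdm8, Dctn5, Sbk1 and Gm30928, with log2 fold changes of -1.45, -0.77, -0.70 and -4.22.

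**Figure D3:**
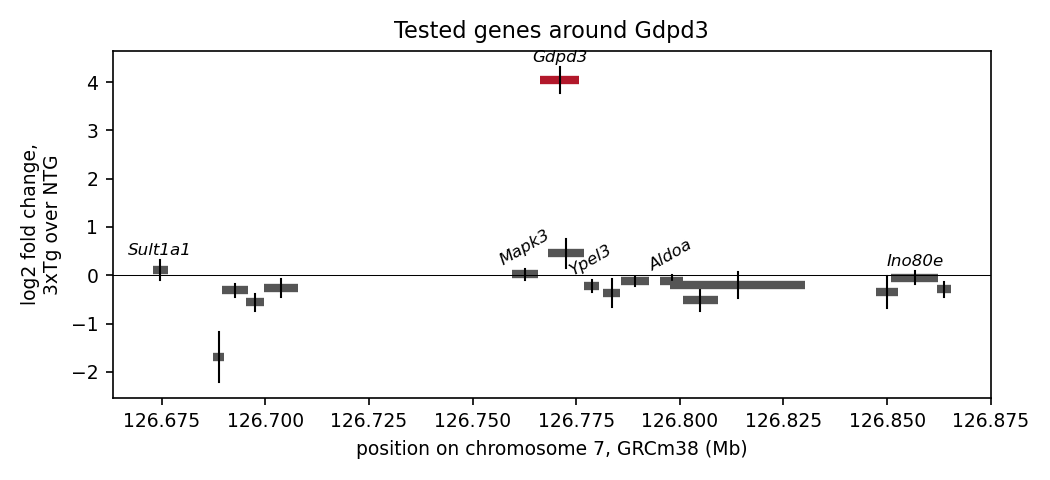
Tested genes around Gdpd3 on chromosome 7 (x axis, position on GRCm38) and their log2 fold change, 3xTg over NTG (y axis), with the standard error as a bar. Gdpd3 lies at 4.05 and its neighbours Mapk3 and Ypel3 at 0.02 and -0.23.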

Gdpd3, an enzyme involved in lipid metabolism and a marker for aging in the human brain, is significantly induced in 3xTg SGZ neural stem/progenitor cells [37] (Fig. 5f). Significant changes in pathways involved in stem cell homeostasis have also been identified in the 3xTg model. For example, Wnt8b, a canonical Wnt ligand, is down-regulated during SGZ neurogenesis in the 3xTg brain, where the Wnt signaling pathway was shown to be involved in neuronal plasticity, synaptic formation, and neuron maturation [38–40] (Fig. 5f). 

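Wnt8b (ENSMUSG00000036961, chromosome 19 of GRCm38 from 44493472 to 44514273) had a normalized count of 238 ± 77.4 (SD, n = 3) in NTG and 84.3 ± 10.3 (SD, n = 3) in 3xTg cells. Every 3xTg library was lower than every NTG library, and the log2 fold change was -1.44 (standard error 0.26, limma adjusted p = 0.0197). Of 57 tested genes of the Wnt pathway, 4 were lower and 53 did not pass by limma (0 higher and 5 lower adjusted over the list alone). Lgr6, a receptor for R-spondins, fell from 796 ± 112 to 231 ± 90.6, a log2 fold change of -1.84 (standard error 0.25, limma adjusted p = 0.00453). Ror2, a receptor tyrosine kinase that binds Wnt5a, had one of -1.34 (standard error 0.28, limma adjusted p = 0.0397), and Wnt7a was the fourth. The median over the list was -0.12 (camera, limma adjusted p = 0.0156; adjusted p = 0.490 with an estimated correlation). The call of Wnt8b was lost without 3xTg replicate 2 (limma adjusted p = 0.0607) or 3xTg replicate 3 (0.0829), and that of Ror2 without any 1 library other than 3xTg replicate 1 (0.0680 to 0.167). Lower genes of the list numbered 6 without 3xTg replicate 1, 2 without NTG replicates 1 or 3, and 1 without 3xTg replicates 2 or 3. The set test was lost without 3xTg replicate 3 (limma adjusted p = 0.0528) and after removal of the GC trend, added after the data were seen (0.108).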

We also identified dysregulation of several members of the Notch signaling pathway including HeyL, which was shown to promote neuronal-specific differentiation, and Hes5, which is a key Notch effector important in neural stem cell homeostasis [41, 42]. 

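Heyl (ENSMUSG00000032744, chromosome 4 of GRCm38 from 123233556 to 123249875) and Hes5 (ENSMUSG00000048001, chromosome 4 of GRCm38 from 154960923 to 154962371) encode basic helix-loop-helix transcription factors that act downstream of Notch. Heyl had a normalized count of 1703 ± 274 (SD, n = 3) in NTG and 964 ± 266 (SD, n = 3) in 3xTg cells, with every 3xTg library below every NTG library. Its log2 fold change was -0.84 (standard error 0.20, limma adjusted p = 0.0535), which did not pass. Hes5 was at 6379 ± 988 in NTG and 4827 ± 2602 in 3xTg, a log2 fold change of -0.52 (standard error 0.29, limma adjusted p = 0.302), which did not pass either. Its level was 7822 in 3xTg replicate 1, above all NTG libraries, and 3113 and 3547 in 3xTg replicates 2 and 3, below them. Of 47 tested genes of the Notch pathway, 1 was higher, 1 lower and 45 did not pass by limma (1 higher and 2 lower adjusted over the list alone). Neurl1b, a ubiquitin ligase that acts on Notch ligands, rose from 240.3 ± 146 to 909 ± 98.5, a log2 fold change of 2.07 (standard error 0.33, limma adjusted p = 0.0102). Aph1c, a subunit of the gamma-secretase that cleaves Notch and APP, fell from 408 ± 75.9 to 123 ± 41.1, a log2 fold change of -1.76 (standard error 0.26, limma adjusted p = 0.00715). In the list 32 genes had a fold change below 0 and 15 above (median -0.17; camera, limma adjusted p = 0.0126; adjusted p = 0.490 with an estimated correlation). Of markers of vessel cells, 4 of 20 endothelial ones (median -0.78) and 2 of 14 of pericytes and smooth muscle (median -1.13), a list that shares Notch3 with this one, were lower by limma. Their set tests had 5.3e-11 and 6.8e-08 as limma adjusted p by camera, and 0.490 and 0.490 as adjusted p with an estimated correlation. The mean endothelial level was 0.57, 0.43 and 0.26 in NTG replicates 1 to 3 and 0.05, -0.78 and -0.54 in 3xTg replicates 1 to 3, where Heyl was at 1849, 1387 and 1874 and 1261, 746 and 885.

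**Figure D4:**
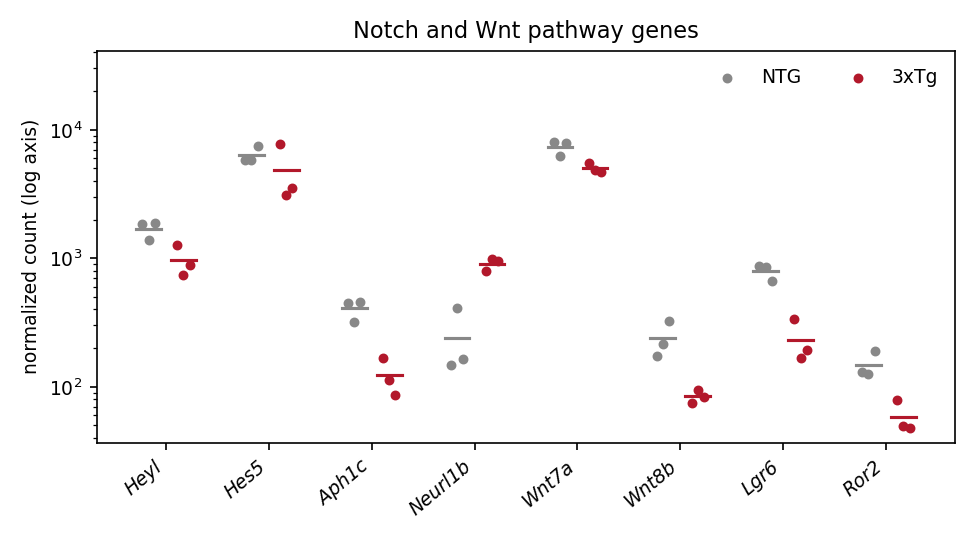
Normalized counts, on a log axis, of 4 Notch pathway genes and 4 Wnt pathway genes in the 3 NTG (grey) and 3 3xTg (red) libraries. Points are libraries and bars are group means. For Hes5, 1 of the 3xTg libraries lies at 7822, above the NTG libraries.

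Without 3xTg replicate 1, Heyl and Hes5 were called lower, with log2 fold changes of -1.05 (limma adjusted p = 0.00865) and -0.93 (adjusted p = 0.00798), and 2 genes of the list were higher and 7 lower. Over all settings run, by limma, edgeR or DESeq2, the adjusted p of Heyl ranged over 0.00170 to 0.216 and that of Hes5 over 0.00798 to 0.731. Neurl1b did not pass without 3xTg replicate 2 (limma adjusted p = 0.0624) or 3xTg replicate 3 (0.0523), and 2 genes were lower without NTG replicate 3. The set test was lost after removal of the GC trend, added after the data were seen (limma adjusted p = 0.473), where 1 gene was higher and 2 were lower. The paper proposes that the lower Heyl and Hes5 may contribute to the neurogenesis deficits in the 3xTg SGZ.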

Perturbations in these key pathways relevant to AD were confirmed by q-PCR in sorted YFP-positive cells from 1-month-old mice (Fig. 5f). 

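Of 34 markers of radial glia-like stem cells, 2 were lower in 3xTg and 32 did not pass by limma (1 higher and 4 lower adjusted over the list alone). Nr2e1, the nuclear receptor TLX that keeps neural stem cells undifferentiated, had a log2 fold change of -0.68 (standard error 0.11, limma adjusted p = 0.00954). Mt3, a metallothionein of astroglia, had one of -1.04 (standard error 0.22, limma adjusted p = 0.0434). The median of the list was -0.17 (camera, limma adjusted p = 0.00393; adjusted p = 0.540 with an estimated correlation), and it was -0.07 after removal of the GC trend, added after the data were seen (camera, adjusted p = 0.00897). The stem cell genes Sox2, Hopx and Nes did not pass, with log2 fold changes of -0.41 (standard error 0.15, limma adjusted p = 0.149), -0.37 (standard error 0.14, adjusted p = 0.149) and -0.17 (standard error 0.13, adjusted p = 0.461). None of 30 markers of intermediate progenitors and neuroblasts passed by limma or edgeR, with 3 higher and 2 lower at an unadjusted p under 0.05 and 1 higher by DESeq2. Over that list alone none passed either (median 0.09; camera, limma adjusted p = 0.665; adjusted p = 0.925 with an estimated correlation). Dcx, expressed in neuroblasts, had a log2 fold change of 0.58 (standard error 0.25, limma adjusted p = 0.204). With 3xTg replicate 1 left out, 9 stem cell markers were lower and 6 neuroblast markers higher. Sox2 and Dcx then had a limma adjusted p of 0.0360 and 0.0168, and the neuroblast set test one of 0.0165. Nr2e1 did not pass without 3xTg replicate 3 (limma adjusted p = 0.0627), nor Mt3 without any 1 library other than 3xTg replicate 1 (0.0538 to 0.199), which left 0 or 1 stem cell marker lower.
None of 20 astrocyte markers passed by limma, edgeR or DESeq2, with 1 lower at an unadjusted p under 0.05 and none over the list alone (median -0.16; camera, adjusted p = 0.128; adjusted p = 0.784 with an estimated correlation). The set test passed without 3xTg replicate 1 (limma adjusted p = 0.00274) or NTG replicate 2 (0.0235). S100b had a log2 fold change of -0.26 (standard error 0.11, limma adjusted p = 0.196). The mouse App and Mapt genes, whose human counterparts 3xTg mice carry, had log2 fold changes of -0.02 (limma adjusted p = 0.948) and -0.03 (adjusted p = 0.884). Thy1 had one of -0.40 (limma adjusted p = 0.420), and 0.0339 as its adjusted p without 3xTg replicate 1. Of these 3 genes none passed with all libraries, at an unadjusted p under 0.05, or by edgeR or DESeq2.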

Taken together, our results reveal very early perturbations in the SGZ neurogenic niche, manifested by cellular deficits and intrinsic molecular changes, resulting in dysregulated neural stem cell homeostasis and impaired neurogenesis at early postnatal ages in the 3xTg mouse model of AD.

**Fig. 5:**
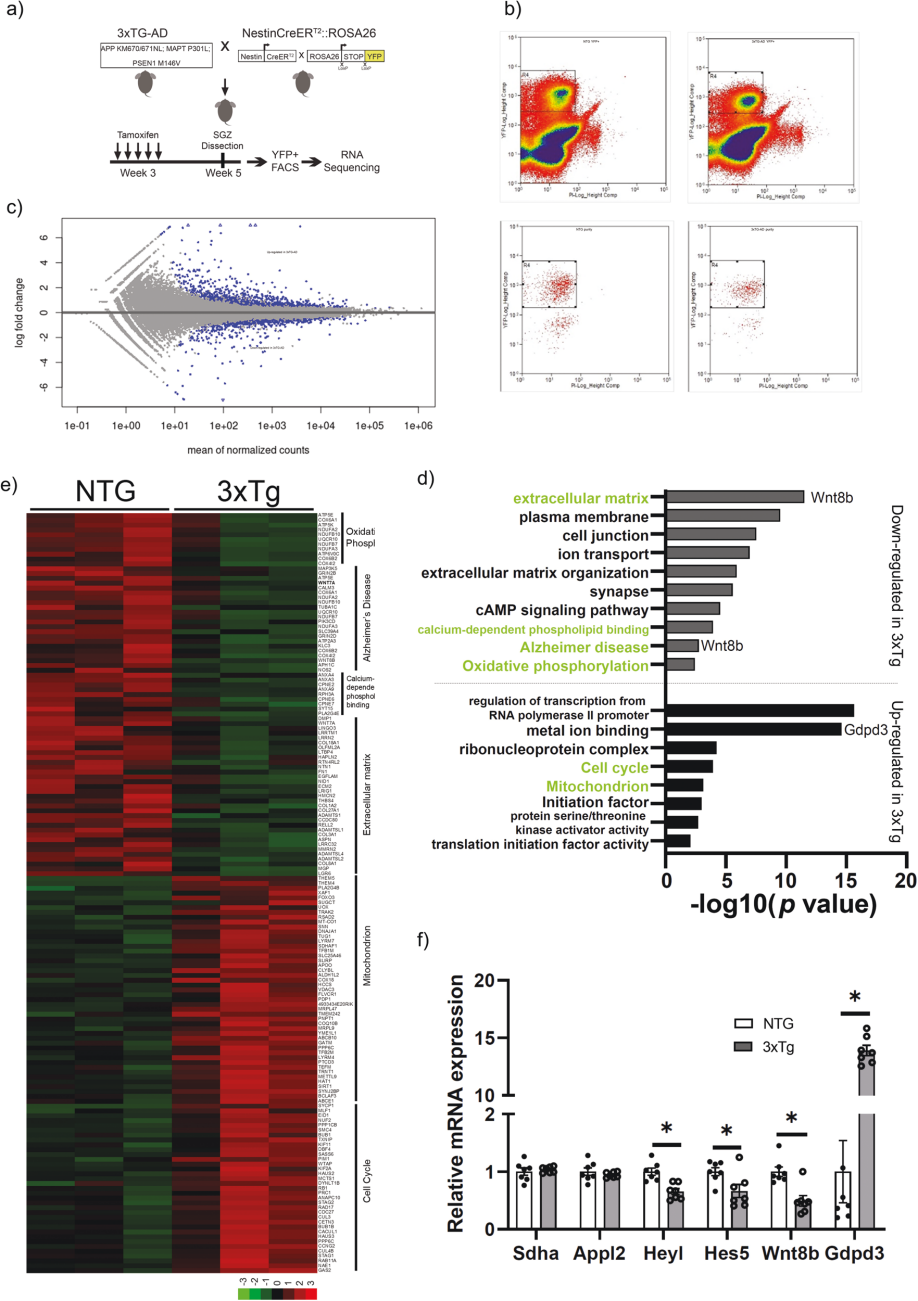
Early transcriptional changes in the SGZ of 3xTg at 1 month of age. **a** Methodology. **b** Cell sorting strategy of neural stem/progenitor cells using Nestin-YFP. **c** MA plot of RNA-seq. Significant genes are labelled in Blue with 1391 significant genes, 720 genes as down-regulated and 671 as up-regulated in the 3xTg cells. *n* = 3. **d** Gene ontology (GO) analysis of genes shown in **c**, up- or down- regulated respectively. **e** Heatmap showing the expression pattern of significantly altered genes grouped under different GO terms: Oxidative phosphorylation, mitochondrion, cell cycle, Alzheimer disease, calcium signaling, and extracellular matrix. Color density indicates the z-score computed from the normalized read counts. **f** RT-PCR validation of selected genes. Data represented as mean ± SEM. Statistical analysis was performed with an unpaired two-tailed Student’s *t*-test, *p* < 0.05*. *n* = 7.

## Discussion

The results of this study support the hypothesis of an early deficit in hippocampal neurogenesis in the 3xTg model of AD, as early as P0. The data highlight a reduction in the number of neural stem/progenitor cells as well as newborn neurons along with a decrease in the volume of hippocampal structures, first detected at P7. We report a consistent decrease in the number of Sox2/Hopx-expressing neural stem cells in early postnatal 3xTg mice that continues to 9 months of age. The number of newborn neurons (expressing Dcx) is also reduced in the 3xTg SGZ, declining sharply as animals approach adulthood (1 month old). The early postnatal deficits in hippocampal neurogenesis identified in the 3xTg mouse model, are accompanied by significant changes in the transcriptomic profiles of SGZ neural stem/progenitor cells, as early as one month of age. Genes involved in neurogenesis such as the Notch and Wnt pathways are dysregulated in the 3xTg mouse model.

A growing body of literature identified defects in human adult hippocampal neurogenesis that may contribute to the cognitive impairments related to AD [5, 10]. A recent study also shows that enhancing neurogenesis has the potential to rescue the cognitive decline observed in an AD mouse model [43]. These findings suggest an important link between AD and neurogenesis. Understanding the sequence of events leading to dementia is important for future diagnostic and therapeutic strategies [44].

### Volume reduction in hippocampal structures in early postnatal 3xTg mice

The results of this study support the hypothesis that defects in neurogenesis in the 3xTg model of AD occur early and precede the onset of AD pathology. When compared to NTG controls, 3xTg mice presented with a smaller volume of GCL, DG and hippocampus at both P7 and 3 months old (Fig. 1). This structural phenotype in the 3xTg model starts before the extracellular Aβ deposits and tangle formation which occur at the age of 6 months [45].

The dentate gyrus begins to form around E14–15.5 from neuroepithelial cells originating from the ventricular zone of the medial pallium. These cells proliferate and form intermediate progenitors and NSCs that delaminate and migrate toward the dentate fissure. The precursor cells will give rise to the GCL and the adult population of RGL [46, 47]. While dentate gyrus development begins prenatally, most of the granule neurons and the RGL are generated within the first postnatal week [36, 48]. Therefore, the neurogenesis defect we observed was at a critical period of SGZ development (P0, P5 and P7), and could explain the smaller GCL in 3xTg mice which then exacerbates throughout adulthood. We did not detect a change in the proliferating (EdU-positive) Hopx-positive neural precursor cells at E15.5 (Figure S1), indicating that defects in adult neurogenesis most likely arise postnatally.

### Reduction in the Hopx-positive population in the SGZ of 3xTg

A recent study showed through lineage tracing that in the adult DG, Hopx labels the RGL cells that have the potential to activate, self-renew, and differentiate into granule neurons [33]. Hopx-expressing population is reduced in the 3xTg model as early as P5, which is consistent with the proliferation and differentiation deficits detected at later stages.

The vast majority of neural stem/progenitor population in the dentate region were derived from Hopx-positive cells [33]. Hopx-positive population was not affected at E15.5 in the DNe and DMS (Fig. S1). However, this population was significantly decreased at P0. Combined with a reduction in Sox2/Hopx-positive cells in the 3xTg SGZ from postnatal period to adulthood, these data suggest that defects in the adult NSC may have originated neonatally [36, 46, 47].

### Early changes in the molecular signatures of SGZ neural stem/progenitor cells

We have demonstrated that 3xTg mice exhibit alterations in neurogenesis at early postnatal ages, however, the underlying mechanisms remain unknown. Previous studies have reported defects in lipid metabolism, mitochondrial function and energy metabolism in AD models [49–51]. However, many of these changes were observed in mice starting at 3 months of age. Thus, the mechanisms underlying the early impairments in neural stem/progenitor cell function remain unknown. To define the molecular changes behind the neurogenic deficits in the 3xTg animals, we performed bulk RNA-seq from Nestin-YFP labeled NSCs isolated directly from the brains of juvenile mice at 1 month of age. 

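Transcripts of the mitochondrial genome, which encodes subunits of the respiratory chain, made up 0.251% to 0.269% of assigned reads in NTG and 0.304% to 0.418% in 3xTg libraries. Of 11 tested mitochondrially encoded mRNAs, mt-Co1, a subunit of cytochrome c oxidase, was higher in 3xTg and 10 did not pass by limma (2 higher and 0 lower adjusted over the list alone). Its log2 fold change was 0.86 (standard error 0.16, limma adjusted p = 0.0270). The median of the list was 0.35 (camera, limma adjusted p = 0.00294; adjusted p = 0.529 with an estimated correlation). Among 77 mitochondrial ribosomal proteins, Mrpl47 was higher, with a log2 fold change of 0.60 (standard error 0.13, limma adjusted p = 0.0438), and 76 did not pass (0 higher and 0 lower adjusted over the list alone; median 0.00495; camera, adjusted p = 0.665; adjusted p = 0.925 with an estimated correlation). The call of mt-Co1 was lost without any 1 library other than 3xTg replicate 1 (limma adjusted p of 0.0516 to 0.101). That of Mrpl47 was lost without NTG replicates 1 or 2 or 3xTg replicates 2 or 3 (limma adjusted p of 0.142, 0.119, 0.193 and 0.180). Leaving out 3xTg replicate 1, the encoded mRNAs had 2 higher and 0 lower and the ribosomal proteins 3 higher and 6 lower, and the latter had 2 higher and 0 lower without NTG replicate 3. The encoded mRNAs have a median GC content of 37.1%, against 49.5% over tested genes. After removal of the GC trend, added after the data were seen, the median of the encoded mRNAs was 0.06 (camera, limma adjusted p = 0.753), and Mrpl47 did not pass (0.47, adjusted p = 0.0888), while mt-Co1 kept its call (0.59, adjusted p = 0.0269).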

Interestingly, we found defects in multiple pathways including genes of the Notch pathway, Wnt pathway and those associated with mitochondrial function. The Notch pathway plays an important role in the maintenance of neural stem cell homeostasis [52, 53]. Dysregulation in Notch signaling was also proposed to contribute to cerebrovascular and AD pathophysiology associated with cognitive decline [54]. Both HeyL and Hes5, are basic helix-loop-helix (bHLH) transcription factors acting downstream of the Notch pathway. HeyL competitively activates pro-neuronal genes to promote neuronal differentiation [42]. Hes5, a transcriptional repressor, inhibits the expression of pro-neuronal genes and maintains the NSC pool [55, 56]. Down-regulation of HeyL and Hes5 may contribute to the neurogenesis deficits in the 3xTg SGZ. Similarly, two canonical Wnt ligands (Wnt7a and Wnt8b) are also downregulated (Fig. 5f). 

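Wnt7a (ENSMUSG00000030093, chromosome 6 of GRCm38 from 91363981 to 91411363) was abundant in the sorted cells, with a normalized count of 7370.3 ± 935 (SD, n = 3) in NTG and 5031 ± 399.6 (SD, n = 3) in 3xTg. Every 3xTg library was lower than every NTG library, and the log2 fold change was -0.55 (standard error 0.12, limma adjusted p = 0.0443). The call was lost without NTG replicate 1 (limma adjusted p = 0.149), NTG replicate 3 (0.0825), 3xTg replicate 2 (0.190) or 3xTg replicate 3 (0.188). After removal of the GC trend, added after the data were seen, the log2 fold change of Wnt7a was -0.40 (limma adjusted p = 0.0754). Over all settings run, by limma, edgeR or DESeq2, its adjusted p ranged over 0.00223 to 0.190.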

The Wnt signaling pathway has been shown to regulate neurogenesis in the developing and adult brain [38]. Interestingly, studies have reported a downregulation of Wnt signaling in AD patients [57]. Wnt7a is required for NSC maintenance, proliferation, differentiation and maturation [58]. Wnt8b was shown to act downstream of Sox21 during embryonic brain development [56].

Alzheimer’s disease is characterized by mitochondrial dysfunction as well as enhanced oxidative stress [59]. Studies from our group have shown that mitochondrial dysfunction, metabolic changes as well as the levels of reactive oxygen species can directly impact NSC fate decisions in the embryonic and adult brain [21]. 

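Of 79 tested genes of oxidative phosphorylation, 2 were lower in 3xTg than in NTG cells and 77 did not pass by limma (0 higher and 10 lower adjusted over the list alone). Both encode subunits of complex I, the NADH dehydrogenase of the respiratory chain. Ndufa3 had a log2 fold change of -0.82 (standard error 0.17, limma adjusted p = 0.0364) and Ndufb10 one of -0.62 (standard error 0.14, adjusted p = 0.0465). In the list 55 genes had a fold change below 0 and 24 above (median -0.10; camera, limma adjusted p = 0.00205; adjusted p = 0.744 with an estimated correlation). Sdha, the flavoprotein subunit of complex II, had a log2 fold change of 0.02 (standard error 0.11, limma adjusted p = 0.932), and Appl2, an endosomal adaptor protein, one of 0.01 (standard error 0.13, adjusted p = 0.974). Without 3xTg replicate 1 the number lower was 22. Without any 1 other library it was 0 by limma (adjusted p of 0.0615 to 0.161 for Ndufa3 and 0.0704 to 0.204 for Ndufb10). With all libraries 24 were lower at an unadjusted p under 0.05, 2 by edgeR and 10 by DESeq2. The set test was lost without 3xTg replicate 3 (limma adjusted p = 0.0941). Genes of this list are printed in Fig. 5e, so that its count and set test are not independent evidence.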

In our RNA-seq analysis, we identified dysregulation of multiple genes involved in oxidative phosphorylation at as early as 1-month-old, suggesting that intrinsic defects in mitochondrial function may impact neurogenesis in the 3xTg SGZ.

Taken together, our data reveal significant changes in molecular pathways involved in the regulation of NSC proliferation and differentiation at very early ages in the hippocampus of 3xTg mice. Several cognitive tests have been developed to assess hippocampal function such as set-shifting tasks, pattern separation and memory tests with spatial navigation, which can serve as an early detection method [60–62]. The pathways identified in this study could serve as biomarkers of early AD detection which can collaborate with cognitive tests to help with early diagnosis, or even serve as potential therapeutic targets for early intervention.

## Supplementary information

Figure Legend S1

Figure S1

Table S1

Authorship file

Checklist

## Data Availability

The cell counts and volume measurements data used to support the findings of this study are available from the corresponding author upon request. RNA-seq data is deposited in Gene Expression Omnibus (GEO) database (GSE218323).

# Supplementary material for: Early postnatal defects in neurogenesis in the 3xTg mouse model of Alzheimer’s disease
**Source:** Cell Death Dis. 2023 Feb 18;14(2):138. doi: 10.1038/s41419-023-05650-1
**Supplement:** Supplementary file 1 — Figure Legend S1

**Supplementary Figure S1. Characterizing the Hopx/EdU-positive cell population in the DNe and DMS at E15.5.**

**a)** Representative fluorescent images of Hopx and EdU staining in the DNe and DMS after 24 hours of incorporation. Scale bar 100*µm*. Quantification of total Hopx-positive cells **b)**, Hopx/EdU-positive cells **c)**, and percentage of EdU-positive cells in Hopx-expressing population **d)** in the DNe and DMS of NTG and 3xTg mice at E15.5.

# Supplementary material for: Early postnatal defects in neurogenesis in the 3xTg mouse model of Alzheimer’s disease
**Source:** Cell Death Dis. 2023 Feb 18;14(2):138. doi: 10.1038/s41419-023-05650-1
**Supplement:** Supplementary file 4 — Authorship file

Wed 01/02/2023 15:04

To:

- Bensun Cambell Fong <>;
- Mohamed Ariff Iqbal <>;

Hello Everybody,

                   We have submitted the revised manuscript, and the quality check is in process.  In order for the process to finish we have to submit one more document which is the change in authorship. Because the author list differs from our original submission, can you please reply to this email confirming that you agree to the new authorship list? Please find below the authors list as submitted in the revised manuscript.

**Early Postnatal Defects in Neurogenesis in the 3xTg Mouse Model of Alzheimer’s Disease**

**Yubing Liu^1^*, Maria Bilen^1^*, Marie-Michelle McNicoll^1^, Richard A. Harris^1^, Bensun C. Fong^1^, Mohamed Ariff Iqbal^1^, Smitha Paul^1^, Janice Mayne^2^, Krystal Walker^2^, Jing Wang^1^, ^3^, Daniel Figeys^2^, and Ruth S. Slack^1^**

*Both authors contributed equally

**Re: CDDIS-22-0428RR**

Wed 01/02/2023 15:26

To:

Yes, I agree.

Wed 01/02/2023 15:38

I agree

Maria

Wed 01/02/2023 15:40

I agree.

MMM

Wed 01/02/2023 15:19

To:

Looks good to me, thanks Smitha

Wed 01/02/2023 15:05

To:

Confirming agreement! Way to go!

Sincerely,

Bensun

—
**Dr. Bensun C. Fong, PhD**(he, him)

Wed 01/02/2023 15:27

    I agree with the authorship order.

Sincerely,

Ariff

**Smitha Paul(**)

I agree

Wed 01/02/2023 15:35

Yes, I agree.

Regards,

Janice

Thu 02/02/2023 12:07

I agree to the new author list.

Krystal Walker RLAT RVT

Wed 01/02/2023 16:43

I agree, too.

Jing

Wed 01/02/2023 15:27

I also agree.

Daniel

Wed 01/02/2023 15:46

I agree.

Thanks, Ruth

How the deposited data were processed for this re-analysis (not part of the article)

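Bulk RNA-seq of FACS-sorted SGZ cells was read from a table with 3 NTG and 3 3xTg libraries, all of which were used. Reads were aligned by the authors with HISAT2 to GRCm38 (mm10) and assigned to genes with featureCounts. The deposited signal values are counts normalized by the authors with DESeq2. The deposited log2 fold changes and their standard errors come from the authors' DESeq2 fit and are NTG over 3xTg, so that their sign was turned. The deposited p-values and adjusted p-values come from that DESeq2 fit, beside a column of weights. Versions of the aligner and of DESeq2 are not given. All 6 columns were checked to hold whole reads times 1 factor per library, within 0.01.
Of 55471 genes, 55230 were matched to GENCODE M21 for position, transcript length and GC content, and 241 were not. The 18664 genes with a mean of at least 10 were tested on log2(normalized count + 1) by limma 3.58.1 with a trend (R 4.3.3), with Benjamini-Hochberg adjustment. The limma adjusted p threshold was 0.05 and the log2 fold change threshold 0.5 in size. Recovered reads were also tested with edgeR 4.0.16 and DESeq2 1.42.0. Pseudogenes were aligned to protein-coding genes with BLAST 2.17.0. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The named genes were set by a rule: those the paper names in these cells, transgene-related and sex-linked genes, the 6 largest changes per direction with a mean of at least 50 and groups that do not overlap, and up to 3 changed members of each list. Predicted genes, with symbols of Gm and a digit, ending in Rik or absent, were left out of the largest changes. Gt(ROSA)26Sor, Rnps1, Capza1 and Kcnj14 were added after their values were seen. In all, 35 gene lists were fixed after Fig. 5e was seen and before the data were examined. They were of the respiratory chain, mitochondria, ribosomes, signalling pathways, cell types, stress responses and functional groups of Fig. 5. From the cytosolic ribosomal proteins, which were taken by symbol, S6 kinases, Rps19bp1 and pseudogenes were left out after the data were seen. Lists with at least 5 tested members, 34, were tested as sets by camera with a preset correlation of 0.01, an estimated correlation and fry.
Depth was 32731794 to 81800375 assigned reads per library. Tested on simulated data with 100 changed genes per size, limma found 58% of genes with a log2 fold change of 1 and 89% of those with 2, with 4.55% of its calls false. edgeR found 59% and 91%, with 4.46% false, and DESeq2 found 67% and 89%, with 15.7% false. The simulated genes were drawn independently, without a GC trend or a library that stood apart. These shares thus do not measure the error of the calls in the real data.
The labels give the 2 groups the same replicate numbers. Correlations of libraries with the same number, after the group means were removed, were 0.06, 0.20 and 0.04, so that the numbers are not shown to pair the samples, and a replicate block was an alternative alone. The other alternatives were the added count, the filter, the scaling, sample weights, the test, the fold threshold, the set test and leaving out each library. Added after the data were seen were removal of the GC trend of each library, a Y-linked covariate, thinned reads, the authors' p-values over the tested genes, and the GC trend removed together with a replicate block or without 3xTg replicate 1. The DAVID terms of the paper were not rerun.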

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

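The tests of GC content, of pseudogenes that are large beside their parent gene and of vascular cells were chosen after the results were seen. The paper does not discuss the genes and lists of this paragraph, whose group means or list medians differ between 3xTg and NTG. The log2 fold change was -8.11 for H2af-ps2, -7.14 for Rps3a3, -5.88 for Rps3a2, -3.97 for Spr-ps1 and -3.32 for Tmem87a. It was 4.58 for Hmga1b, 4.39 for Rnps1-ps, 4.30 for S100a10 and 3.70 for Paip1. It was -7.16 for Serpina3m and 6.73 for Klk1b22. The rule that picked these genes required all 3xTg libraries on 1 side of the NTG libraries, so that this separation is no added evidence. The fitted values of H2af-ps2, Rps3a3, Rps3a2, Serpina3m and Klk1b22 depend on the added count, since 1 group has few reads. With 5 added in place of 1 they were -6.93, -6.30, -4.65, -5.07 and 5.02. The list medians were -0.78 for endothelial markers, -1.13 for pericyte and smooth muscle markers, -1.07 for red blood cell genes and 0.75 for interferon-stimulated genes. For the last, 3xTg replicate 1 lay at -0.44, within the NTG libraries (-0.46 to -0.42). Each of these lists was at a limma adjusted p of 0.490 or 0.542 with an estimated correlation.
Changed genes lay close together on the chromosomes, with 756 pairs 1 to 5 Mb apart against 512 in permuted labels (permutation p = 0.0001, the smallest that 10000 permutations can give). Overlapping or adjacent genes that share reads are argued against as the whole cause, since 5.20% of changed genes had a nearest neighbour over 10 kb away that changed in the same direction, against 1.45% in permuted labels (permutation p = 0.0001, the smallest possible). Pseudogenes were 13.0% of changed and 4.82% of tested genes, and the parent went the other way for 36 of 64 (exact binomial p = 0.382). These pairs are not independent, as parents such as Gapdh and Hmgb1 recur among them. Shared reads are left open, as the earlier bound took no account of the 46 whose change is under 10% of the parent level. Of the 16 parents of the other 18, each counted once, 12 went the other way (exact binomial p = 0.0768). Strain haplotypes that differ between the 2 separately kept colonies are a candidate explanation of the spacing, and effects of the 3xTg genotype on neighbouring genes stay open, as untested.
Endothelial, pericyte and smooth muscle markers had a fold change below 0 in 34 of 34 (100%), but only 4 of 20 endothelial and 2 of 14 pericyte and smooth muscle markers passed by limma, among them Rgs5 (2189 to 999 normalized counts) and Tie1 (553 to 217). Both set tests were lost with an estimated correlation (limma adjusted p = 0.490 and 0.490), and 3xTg replicate 1 stood apart, with a mean endothelial level of 0.05 against -0.78 and -0.54 in replicates 2 and 3. A fall of every other cell type by a like amount in the 3xTg sort is argued against. The endothelial median lay below the oligodendrocyte and microglia medians by at least 3.00 standard errors, the smallest gap being to microglia without NTG replicate 1. These standard errors are over list members, which are not independent replicates. Falls of unlike size, or of some other cell types alone, stay open, as only the oligodendrocyte and microglia lists were compared. The median of red blood cell genes was -1.07, beside -0.78 for endothelial and -1.13 for pericyte and smooth muscle markers. That of mature neuron markers was -0.35. The median was -0.25 for microglia markers and 0.28 for oligodendrocyte markers, the latter -0.08 without NTG replicate 3. Fewer vascular cells in the gate may explain the pattern. The gate for YFP should remove them, but RNA of their markers was present in the sorted cells. In NTG libraries Cldn5 was at 2094 to 2530 normalized counts and Rgs5 at 1900 to 2353. Notch3, in the pericyte list, is also in the Notch list. Lower expression in the vascular cells of 3xTg mice stays open, as untested.
The Notch, Wnt and mitochondrially encoded lists, whose pathways the paper discusses, had medians of -0.17, -0.12 and 0.35 (standard error over members 0.08, 0.06 and 0.09), and -0.02, -0.07 and 0.06 (0.08, 0.06 and 0.09) once each library's trend on GC content was removed, where the smallest limma adjusted p of the 3 was 0.108. The calls ended because the medians moved toward 0. Depth is argued against for the calls of camera at its preset correlation, since with reads thinned to the smallest library the largest limma adjusted p of the 3 was 0.0120, but with an estimated correlation the 3 calls were lost (adjusted p = 0.490, 0.490 and 0.529). GC bias between libraries may explain these 3 lists, with slopes per 10% GC of 0.07, 0.07 and 0.24 in NTG and 0.04, -0.31 and -0.11 in 3xTg libraries. An effect of the 3xTg genotype on genes of like GC content stays open, as untested.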

How the results depend on the processing

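The settings with the GC trend, the Y-linked covariate, thinned reads and the authors' p-values were chosen after the data were seen. Where a value below changed, the cause was not tested, except that fewer genes were tested with a mean of at least 50. The log2 fold change of Gdpd3 kept its direction and its call under every setting run. The numbers of genes higher in 3xTg and genes lower in 3xTg (210 and 312) were 1196 and 1408 with sample weights, 598 and 735 by DESeq2, 302 and 450 with a replicate block, 643 and 726 with the authors' p-values and 432 and 745 with the GC trend removed and without 3xTg replicate 1. With a mean of at least 50, 193 were lower. Without 1 library they ranged from 49 to 959 higher (the ends without 3xTg replicate 3 and 3xTg replicate 1) and from 106 to 1071 lower (without 3xTg replicate 2 and 3xTg replicate 1). The numbers of gene lists higher in 3xTg by the set test and gene lists lower in 3xTg by the set test (7 and 14) were 0 and 0 with an estimated inter-gene correlation and 1 and 2 with Fisher's exact test of calls.
With no filter, the log2 fold change of Wnt7a was -0.55 (limma adjusted p = 0.0512), and it was -0.40 (adjusted p = 0.0754) with the GC trend removed, -0.40 (adjusted p = 0.0853) with a replicate block besides and -0.41 (adjusted p = 0.0634) with the GC trend removed and without 3xTg replicate 1. The log2 fold change of Heyl passed with -0.84 (adjusted p = 0.0480) with no filter, -0.80 (adjusted p = 0.0441) with equal totals, -0.94 (adjusted p = 0.00170) with sample weights, -0.84 (adjusted p = 0.0111) with a replicate block and -0.83 (adjusted p = 0.00205) by DESeq2. It also passed with -0.70 (limma adjusted p = 0.0193) with the GC trend removed and a replicate block, -0.83 (adjusted p = 0.0113) with the Y-linked covariate, -0.82 (adjusted p = 0.00195) with the authors' p-values and -0.86 (adjusted p = 0.0102) with the GC trend removed and without 3xTg replicate 1. The log2 fold change of Hes5 passed with -0.69 (limma adjusted p = 0.0196) with sample weights and -0.52 (adjusted p = 0.0143) with the GC trend removed and without 3xTg replicate 1. Without 1 library, the ranges were -0.66 to -0.48 for Wnt7a, -1.64 to -1.20 for Wnt8b, -1.05 to -0.68 for Heyl and -0.93 to -0.27 for Hes5.
Values that changed sign without passing were the log2 fold change of App (0.0537 with quantile normalization, 0.0191 with equal totals), the log2 fold change of Appl2 (-3.8e-04 with median-ratio scaling, -0.00721 by DESeq2) and the log2 fold change of Nes (0.11 with the GC trend removed and without 3xTg replicate 1). So did the log2 fold change of Sdha (-0.0264 with the GC trend removed, -0.0264 with a block besides). With quantile normalization the log2 fold change of Mapt was 0.00416, and it was 0.00836 with equal totals, 0.0554 with sample weights, and 0.0430, 0.0430 and 0.0445 with the GC trend removed alone, with a block and without 3xTg replicate 1. Without 1 library the ranges were -0.18 to 0.0872 for App, -0.0799 to 0.11 for Appl2, -0.0793 to 0.0380 for Mapt and -0.0295 to 0.0702 for Sdha.
The direction also changed, at the limma adjusted p given, in the set test of ependymal and choroid plexus markers (0.477 with sample weights). It did so in the set test of cholesterol and fatty acid synthesis (0.0474 with sample weights, 0.274 with the GC trend removed and without 3xTg replicate 1), the set test of qPCR genes of the paper (0.722 by edgeR, 0.560 by DESeq2), the set test of sex-linked genes (0.957 with the GC trend removed and a block) and the set test of mitochondrially encoded mRNAs (0.859 with the GC trend removed and without 3xTg replicate 1). Without 1 library, the limma adjusted p ranged over 0.178 to 0.979 for the sex-linked genes, 2.3e-06 to 0.608 for oligodendrocyte precursor markers, 0.114 to 0.748 for the cholesterol genes, 0.0892 to 0.977 for the mitochondrial ribosomal proteins, 0.0165 to 0.909 for intermediate progenitor and neuroblast markers, 0.0141 to 0.319 for oligodendrocyte markers and 0.0167 to 0.676 for the ependymal markers. Of 1493 other values for 65 genes, 1268 kept direction and call, 194 lost and 8 gained a call and 23 changed direction. Of 816 for 34 lists, these were 689, 65, 44 and 18. Depth limits genes with few reads, such as Klk1b22 in NTG.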

Differences from the paper's values

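The authors' p-values over the tested genes and the settings with the GC trend, the Y-linked covariate or thinned reads were chosen after seeing the values, and the other alternatives before the data were examined. The paper's count of changed genes is 1391, 720 lower and 671 higher in 3xTg, and the count here at the same thresholds is 522, 312 lower and 210 higher. Of the alternatives set before the data were examined, 2 come within 1.5 times of all 3 of the paper's counts. These are DESeq2 on recovered reads, with 1333 (735 lower and 598 higher), and leaving out 3xTg replicate 1, with 2030 (1071 and 959). The paper's test was also DESeq2, so that most of the gap in the count goes with the choice of test. DESeq2 on recovered reads drops 128 of the paper's genes and adds 70. Leaving out 3xTg replicate 1 drops 230 and adds 869. The others differ in the total: sample weights 2604, a replicate block 752, no fold threshold 535, an added count of 5 533, edgeR 530, median-ratio scaling 524, an added count of 0.5 515, no filter 515, equal totals 475, quantile normalization 470 and a mean of at least 50 352. So do leaving out NTG replicate 3 (378), NTG replicate 2 (270), NTG replicate 1 (205), 3xTg replicate 3 (166) or 3xTg replicate 2 (163). The authors' p-values over the tested genes, a setting chosen after seeing the values, give 1369 changed genes, drop 85 of the paper's genes and add 63. Removing the GC trend and leaving out 3xTg replicate 1, also chosen after seeing the values, gives 1177, drops 640 of the paper's genes and adds 426. Of the 522 genes called here, 509 are called in the same direction in the authors' deposited table, which holds 1391 changed genes.
The paper states lower Hes5 in 3xTg cells, and the log2 fold change of Hes5 here is -0.52 (limma adjusted p = 0.302). Fig. 5f of the paper also shows lower Hes5 by qPCR of sorted YFP-positive cells, a measure not analysed here. The log2 fold change of Hes5 in the authors' deposited table is -0.40 (DESeq2, adjusted p = 0.567). Hes5 is called lower with sample weights (-0.69, limma adjusted p = 0.0196) and without 3xTg replicate 1 (-0.93, adjusted p = 0.00798). Removing the GC trend and leaving out 3xTg replicate 1 (-0.52, limma adjusted p = 0.0143), chosen after seeing the values, calls it too.
The paper states lower Heyl, and the log2 fold change of Heyl here is -0.84 (limma adjusted p = 0.0535), short of the threshold. In the authors' deposited table it is -0.82 (DESeq2, adjusted p = 0.00158), which passes. The paper also measured Heyl by qPCR of sorted YFP-positive cells (Fig. 5f), which was not analysed here. Heyl is called lower with no filter, equal totals, sample weights, a replicate block, DESeq2 and without 3xTg replicate 1, with a limma or DESeq2 adjusted p of 0.0480, 0.0441, 0.00170, 0.0111, 0.00205 and 0.00865. Settings chosen after seeing the values that call it are the Y-linked covariate (0.0113), the authors' p-values over the tested genes (0.00195), the GC trend removed with a replicate block (0.0193) and the GC trend removed without 3xTg replicate 1 (0.0102), each a limma adjusted p but the authors', which is from DESeq2. The Y-linked covariate drops 821 of the paper's genes, and the GC trend removed with a replicate block drops 954. The log2 fold changes of Wnt8b and Gdpd3, at -1.44 and 4.05, lie beside -1.49 and 4.10 in the authors' deposited table.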

Other observations

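The genes Gt(ROSA)26Sor, Rnps1, Capza1 and Kcnj14 and the values by library were singled out after they were seen. Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 522 changed genes, 1 of 10 splits with as many, and the highest other 0. For lists past the set test the real split gave 21, and 4 of 10 splits gave as many. The highest other, NTG replicates 1 and 2 with 3xTg replicate 1 against the rest, gave 24, and the lowest gave 5. The number of lists past the set test at its preset correlation thus does not set the real split apart.
Of 33 interferon-stimulated genes none passed by limma (11 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by edgeR and 8 and 0 by DESeq2; 0 higher and 0 lower adjusted over the list alone). The set test had a limma adjusted p of 5.3e-07 (adjusted p = 0.542 with an estimated correlation), and without 3xTg replicate 1 the list had 21 higher and 0 lower. Its mean centred level was -0.44, -0.46 and -0.42 in NTG and -0.44, 0.42 and 1.35 in 3xTg replicates 1, 2 and 3. Of 28 immediate early genes, Klf4 was higher (1.90, limma adjusted p = 0.0209) and 27 did not pass (1 higher and 0 lower adjusted over the list alone; median 0.35; camera, adjusted p = 0.0377; adjusted p = 0.756 with an estimated correlation). The call of Klf4 was lost without NTG replicate 1 (0.0610), NTG replicate 2 (0.0555), 3xTg replicate 2 (0.111) or 3xTg replicate 3 (0.0718), and the set test without NTG replicate 3 (0.150), 3xTg replicate 2 (0.179) or 3xTg replicate 3 (0.441), each a limma adjusted p. The immediate early genes had 13 higher and 0 lower without 3xTg replicate 1, and their level was 0.01, -0.14 and -0.42 in NTG and -0.50, 0.45 and 0.60 in 3xTg. The proliferation genes were at -0.20, -0.01 and -0.35 in NTG and -0.20, 0.44 and 0.32 in 3xTg; the paper reports fewer EdU and pHH3 positive cells in SGZ sections.
Of 5 red blood cell genes none passed by limma (0 higher and 5 lower at an unadjusted p under 0.05, 0 and 0 by edgeR and 0 and 1 by DESeq2; 0 higher and 5 lower adjusted over the list alone; camera, adjusted p = 0.00205; adjusted p = 0.490 with an estimated correlation), and without 3xTg replicate 1 they had 0 higher and 4 lower. Of 17 microglia markers, P2ry12 was lower (-0.73, limma adjusted p = 0.0200; 0 higher and 1 lower adjusted over the list alone; median -0.25; camera, adjusted p = 0.0509; adjusted p = 0.739 with an estimated correlation), a call lost without NTG replicate 1 (0.0969), NTG replicate 2 (0.0746), 3xTg replicate 2 (0.0946) or 3xTg replicate 3 (0.109). The microglia set test passed without NTG replicate 1 (0.0291), NTG replicate 3 (0.0191), 3xTg replicate 1 (0.0165) or 3xTg replicate 3 (0.0304), each a limma adjusted p, and 2 markers were lower without 3xTg replicate 1. Of 16 oligodendrocyte precursor markers, Cspg4 was lower (-0.87, limma adjusted p = 0.0485; 0 higher and 1 lower adjusted over the list alone; median -0.19; camera, adjusted p = 0.319; adjusted p = 0.838 with an estimated correlation), a call lost without NTG replicate 1 (0.140), NTG replicate 2 (0.107), 3xTg replicate 2 (0.218) or 3xTg replicate 3 (0.147). Without NTG replicate 3, 3 were lower and the set test passed (limma adjusted p = 2.3e-06). With the GC trend removed, chosen after the data were seen, Cspg4 did not pass (-0.63, limma adjusted p = 0.149). The medians were then -0.02 for the precursor markers, -0.15 for the microglia markers, 0.17 for the oligodendrocyte markers and 0.02 for glycolysis.
Of 18 oligodendrocyte markers none passed by limma (1 higher and 2 lower at an unadjusted p under 0.05, 0 and 0 by edgeR and 0 and 2 by DESeq2; 0 higher and 1 lower adjusted over the list alone; median 0.28; camera, adjusted p = 0.214; adjusted p = 0.784 with an estimated correlation). Their set test passed without NTG replicate 1 (limma adjusted p = 0.0341) or NTG replicate 2 (0.0141), and they had 1 higher and 2 lower without 3xTg replicate 1. Of 19 ependymal and choroid plexus markers none passed by limma (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 by edgeR and 1 and 0 by DESeq2; 0 higher and 0 lower adjusted over the list alone; median -0.32; camera, adjusted p = 0.319; adjusted p = 0.784 with an estimated correlation), and the set test passed without NTG replicate 2 (adjusted p = 0.0167). Of 20 glycolysis genes none passed by limma (0 higher and 4 lower at an unadjusted p under 0.05, 0 and 0 by edgeR and 0 and 1 by DESeq2; 0 higher and 0 lower adjusted over the list alone; median -0.12; camera, adjusted p = 0.0521; adjusted p = 0.721 with an estimated correlation). The glycolysis set test passed without NTG replicate 2 (limma adjusted p = 0.0166) or 3xTg replicate 1 (0.0230), the latter with 0 higher and 2 lower. Of 33 cholesterol and fatty acid synthesis genes none passed by limma (5 higher and 3 lower at an unadjusted p under 0.05, 0 and 0 by edgeR and 1 and 0 by DESeq2; 0 higher and 0 lower adjusted over the list alone; median 0.01; camera, adjusted p = 0.795; adjusted p = 0.941 with an estimated correlation), with 1 higher and 1 lower without 3xTg replicate 1.
Of the 6 genes in the qPCR panel of Fig. 5f, where Sdha and Appl2 are the normalization control, 1 was higher and 1 lower (1 higher and 2 lower adjusted over the list alone; camera, limma adjusted p = 0.524; adjusted p = 0.760 with an estimated correlation), and without 3xTg replicate 1 they had 1 higher and 3 lower, without 3xTg replicates 2 or 3 1 higher and 0 lower. Of 6 sex-linked genes none passed by limma (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 by edgeR and 0 and 0 by DESeq2; 0 higher and 0 lower adjusted over the list alone; camera, adjusted p = 0.605; adjusted p = 0.784 with an estimated correlation). Xist was at 8587, 9.82 and 4554 in NTG and 9101, 3902 and 4093 in 3xTg replicates 1, 2 and 3. The Y-linked genes summed to 4.68, 7654 and 3246 in NTG and 2.83, 6961 and 4535 in 3xTg. Both were thus high in NTG replicate 3 and 3xTg replicates 2 and 3, and whether animals of both sexes were pooled is not stated. Replicate 1 of 3xTg, which stood apart in the lists above, was the single 3xTg library with few Y-linked reads, as was replicate 1 in NTG. Gt(ROSA)26Sor, at the locus of the reporter, went from 78.2 ± 10.4 (SD, n = 3) to 297 ± 45.4 (SD, n = 3), a log2 fold change of 1.91 (standard error 0.21, limma adjusted p = 0.00139). The parents of changed pseudogenes that passed were Rps3a1, Rnps1, Capza1 and Kcnj14. Rps3a1 (parent of Rps3a3 and Rps3a2) had a log2 fold change of 1.15 (limma adjusted p = 6.4e-04), Rnps1 one of -0.64 (adjusted p = 0.0143) and Capza1 one of 1.00 (adjusted p = 0.0149), each opposite to its pseudogenes. Kcnj14 had one of 1.12 (limma adjusted p = 0.00185), in the direction of its pseudogene. The call of Rnps1 was lost without NTG replicate 1 (0.0754), 3xTg replicate 2 (0.0773) or 3xTg replicate 3 (0.0512), and that of Capza1 without NTG replicate 1 (0.0587), 3xTg replicate 2 (0.0653) or 3xTg replicate 3 (0.0818), each a limma adjusted p.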
